# Proteome effects of genome-wide single gene perturbations

**DOI:** 10.1038/s41467-022-33814-8

**Published:** 2022-10-18

**Authors:** Merve Öztürk, Anja Freiwald, Jasmin Cartano, Ramona Schmitt, Mario Dejung, Katja Luck, Bassem Al-Sady, Sigurd Braun, Michal Levin, Falk Butter

**Keywords:** Fungal systems biology, Regulatory networks, Proteomics, Gene expression

## Abstract

Protein abundance is controlled at the transcriptional, translational and post-translational levels, and its regulatory principles are starting to emerge. Investigating these principles requires large-scale proteomics data and cannot just be done with transcriptional outcomes that are commonly used as a proxy for protein abundance. Here, we determine proteome changes resulting from the individual knockout of 3308 nonessential genes in the yeast *Schizosaccharomyces pombe*. We use similarity clustering of global proteome changes to infer gene functionality that can be extended to other species, such as humans or baker’s yeast. Furthermore, we analyze a selected set of deletion mutants by paired transcriptome and proteome measurements and show that upregulation of proteins under stable transcript expression utilizes optimal codons.

## Abstract (web summary)

Protein abundance is controlled at the transcriptional, translational and posttranslational levels. Here, Öztürk et al. determine proteome changes resulting from individual knockout of 3308 nonessential genes in the yeast *S. pombe*, infer gene functionality, and show that protein upregulation under stable transcript expression utilizes optimal codons.

## Introduction

Our understanding of global gene regulation has been advanced by large-scale investigations^1^. While transcriptomics studies are easily scalable to thousands of samples^2^, recent large-scale proteome studies were restricted to a few hundred conditions^3–6^. Single-gene knockout strains in baker’s yeast have been systematically analyzed in larger experiments with 1484 transcriptomes^2^ or 174 proteomes^6^ to understand principles of global gene regulation. The popularity of *S. cerevisiae* in these studies is likely connected to easier generation of gene knockouts and an early availability of the gene knockout collection^7^. However, certain features of *Schizosaccharomyces pombe*, such as splicing, RNA interference, chromosome structure, cytokinesis, and mitochondrial metabolism, are more similar to those of humans than to those of baker’s yeast^8,9^, suggesting that it is an optimal model organism for studying gene regulatory principles in eukaryotes. *S. pombe* is already a well-established model organism^10^ also for omics studies with several transcriptomics^11–13^ and proteomics datasets^14,15^, two genome-wide genetic interactions^16,17^ and a large yeast-two-hybrid (Y2H) study^12^.

Despite being technically challenging, larger proteomics studies are instrumental to further deepen our understanding of post-transcriptional control, i.e., protein expression changes that are not predetermined by mRNA levels. Indeed, many studies report pronounced differences between the transcriptome and proteome, as reviewed in Buccitelli & Selbach^1^, emphasizing the importance of measuring protein levels rather than just mRNA. Here, we provide the systematic proteome analysis of 3308 single-gene knockouts in *S. pombe*.

## Results and discussion

### Proteomics screen with thousands of single gene deletion strains

To systematically investigate the effect of individual gene deletions on the proteome, we examined the *S. pombe* haploid knockout collection with 3308 individually deleted genes^18^. We took advantage of the 96-well array format of the deletion library (Bioneer, version 3.0) by combining eight knockout strains with 2 different controls per mass spectrometry (MS) measurement and assessed the proteome of the 3308 knockout strains by quantitative proteomics using 10plex TMT (tandem mass tag)^19^ (Fig. 1a). One of the controls served as the technical control required for run-to-run normalization and was generated by growing a large batch of *S. pombe* wild-type (WT) cells. The other biological controls consisted of *S. pombe* wild-type replicates grown alongside the knockout strains to be able to judge biological protein expression level variation in wild-type cells.

**Fig. 1:**
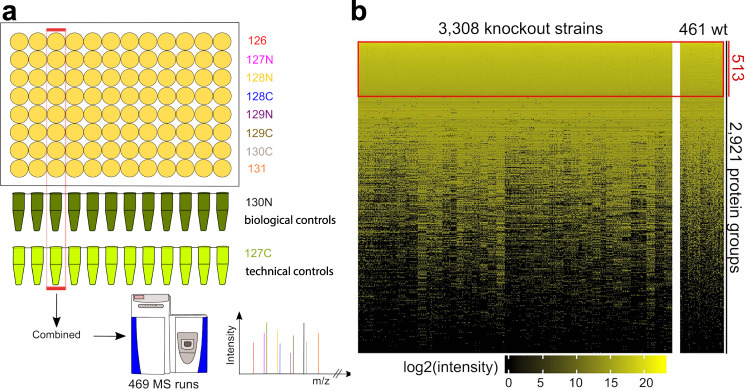
Proteomics screen to study proteome expression in a knockout library. **a** Schematics of the experimental design for quantifying protein expression levels in the *S. pombe* knockout collection by quantitative proteomics using 10plex TMT. Each MS run contained a technical (127 C label) and a biological control (130 N label), while the biological control samples were grown along with the knockout samples. **b** Normalized protein expression levels of 3308 knockout strains and 461 wild-type replicates. The complete dataset contains quantification of 2921 protein-coding genes, of which 513 proteins were quantified across all samples. Source data are provided as a Source Data file.

Overall, we quantified 2921 proteins (56% of protein-coding genes), with a mean of 1596 proteins per strain, ranging from 1369 to 1996 proteins (Fig. 1b). Quality control showed that data quality is high, as the number of MS and MS/MS spectra as well as the number of identified peptides and proteins is comparable among runs (Supplementary Fig. 1a–e). Furthermore, we determined labeling efficiency (~98%) and observed very few incidences of overlabeling (~6%) (Supplementary Fig. 1f). As expected, there was a general tendency of highly abundant proteins to be quantified more often in the dataset (Supplementary Fig. 1g). Of the 2921 quantified proteins, 985 (34%) could be quantified in at least 90% of the knockout strains and 1548 (53%) in at least 50% of the knockout strains.

Cross-run normalization is known to be one of the key challenges in TMT experiments^20^. We noted that strains grown in the same 96-well plate exhibited higher correlations than strains grown in different 96-well plates (Supplementary Fig. 1h). Even more striking, samples from the same plate were more similar when they were measured in the same MS run (Supplementary Fig. 1h). To assess the tendencies and variability of individual measurements for quality control and data normalization, we focused on the 513 proteins that were identified across all 3769 samples (3308 knockout and 461 wild-type strains) (Fig. 1b). We used our technical control to normalize quantitation values, which already reduced the observed batch effects (Supplementary Fig. 1i, “WT technical”). To correct for the remaining batch effect, we explored several available strategies (Supplementary Fig. 1i) and applied an adjusted median method that assumed an identical average intensity for each protein among the different MS measurements. When compared to other established methods, the performance of this approach showed optimal results with a low bias coefficient and a high median of the Pearson’s correlation coefficient to the original data (Supplementary Fig. 1j). Our normalized data now allow extensive investigation of the effect of thousands of individual single-gene knockouts on proteome homeostasis.

### Certain gene categories show extensive proteome remodeling upon knockout

We determined the altered number of proteins per knockout strain by comparing their expression level to all 461 wild-type replicates (Fig. 2a). We considered proteins with two-tailed z-test FDR (Benjamini–Hochberg corrected *p*-values) less than 0.05 to be differentially expressed (see methods). We observed that only 0.02% (48) of knockout strains showed no difference compared to the proteome of wild-type cells, and approximately 4.2% (138) showed a single differentially expressed protein (Fig. 2b). On average, 45.6 proteins per strain had altered abundance, while only 8.3% (274) of strains have more than 150 differentially expressed proteins (Fig. 2b). The number of changed proteins varies between different pathways; for example, in mRNA binding and in protein glycosylation, on average, more proteins change, while for protein phosphorylation and transporter proteins, we observe less changes in protein expression when compared to the average of all knockouts (Fig. 2c). For further analyses, we provide the full information, including statistical measures, for each individual strain and each altered protein in our *S. pombe* ProtQuant database (www.butterlab.org/SpProtQuant).

**Fig. 2:**
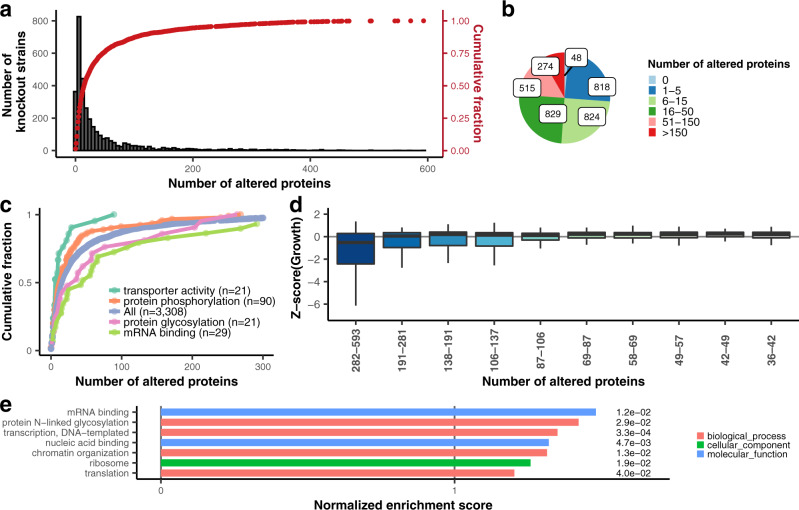
Knockout strains with high proteome remodeling tend to have reduced fitness and are involved in gene regulation. **a** Histogram (black) and cumulative scatterplot (red) showing the distribution of the number of altered proteins per strain within the knockout library. **b** Pie chart of altered proteins per knockout strain. **c** Analysis of altered proteins for different classes. **d** Growth behavior binned by the observed number of altered proteins in 33 fractions across all strains illustrating a significant growth deficiency in strains with extensive proteome remodeling. The first 10 fractions, each containing 100 strains, are shown here. The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to 1.5*IQR. **e** Selected gene ontology terms of the gene set enrichment analysis performed for the knockout strains ranked by the number of altered proteins. Permutation based *p*-values are shown to the right of each bar. Source data are provided as a Source Data file.

Changes in protein homeostasis could be a direct consequence of the lack of protein or indirectly caused by pleiotropic effects and reduced fitness. To determine whether extensive proteome remodeling is associated with growth disadvantages, we divided the 3308 knockout strains into 33 bins according to the number of altered proteins. The first bin contained the 100 strains with the most extensive proteome remodeling (more than 282 proteins with changed expression per knockout compared to wild-type). Matching these data with growth measurements we performed for each knockout strain, we show that strains in the first bin exhibited significantly slower growth (Kruskal–Wallis, *p* < 2.2e^−16^) than all other knockout strains (Fig. 2d and Supplementary Fig. 2a). Gene set enrichment analysis (GSEA) of the knockout strains ranked by the number of altered proteins showed overrepresentation of terms related to the regulation of gene expression, RNA metabolism and protein metabolism for strains with higher proteome remodeling (Fig. 2e). Notably, genes belonging to these gene ontology (GO) categories were also enriched among essential genes (Supplementary Fig. 2b). This may suggest that extensive expression remodulation of the cell at the proteome level is attempted at the cost of fitness to ensure survival. In the case of essential genes, this is not achievable and thus results in cell death.

### Co-expression patterns and strain similarity reveal complex and pathway associations

It has been shown that proteins belonging to the same complex or pathway are often co-expressed^21^. Thus, correlative expression comparison can be used to infer functional information for currently uncharacterized proteins. To benchmark co-expressed groups of proteins across the knockout strains from our genome-wide proteome analysis, we checked whether pairwise protein correlations agree with previously reported pathways, complexes and transcriptome co-expression patterns using STRINGdb^22^. Indeed, there is good agreement between STRINGdb associations and higher Pearson correlation coefficients of protein co-expression, demonstrating that proteome co-expression from our screen recapitulates STRINGdb associations (Supplementary Fig. 3a).

As the overall correlations appear meaningful, we next inferred the function of individual proteins by using the functional information from co-expressed proteins, similar to what is commonly done at the transcript level. We used the supersom clustering algorithm^23^ based on self-organizing maps (SOM) to group proteins based on their abundance tendencies across all knockout strains. After quality assessment of the initial 144 clusters, we kept 113 high-confidence clusters with low mean distances to the center of the respective cluster (<75 percentile of all distances). These clusters contained 1171 proteins with high co-expression correlations between protein pairs belonging to the same cluster (Supplementary Fig. 3b–e). To benchmark these clusters, we attempted to use a previously published Y2H interaction screen^24^, but the overlap was too small (Supplementary Fig. 3f). However, when we used reported *S. pombe* genetic interactions^16^, we found significantly higher genetic interaction profile correlations for proteins that belong to the same cluster (Supplementary Fig. 3g). Importantly, these clusters showed twice as high STRINGdb connectivity scores than expected by chance (Supplementary Fig. 3h, i).

To functionally annotate these clusters, we employed previously defined STRINGdb interactions and available GO annotations (Fig. 3). Here, we recapitulated known subcellular localizations and extended existing annotations. For instance, all proteins in cluster 136 (Fig. 3d) are annotated mitochondrial proteins in *S. pombe*. In cluster 141 (Fig. 3e), we observed clustering of 12 known ribosomal proteins, and according to pombase 19, one predicted ribosomal protein (SPAC890.04c) and a biogenesis factor (Mep33) for the ribosome. This is also applicable for biological pathways, as 6 of 7 proteins of cluster 142 (Fig. 3f) were previously described to be co-expressed on mRNA level, and in fact, they are all involved in translational regulation. Overall, we recapitulated 1487 pairwise associations included in the STRINGdb and provided 5025 putative new associations based on our clustering. Overall, we added annotations for 1150 proteins in *S. pombe* by this strategy.

**Fig. 3:**
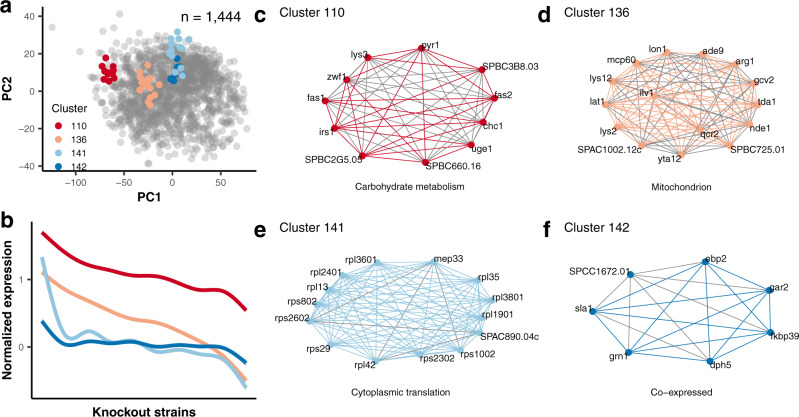
Protein co-expression clusters determined by neural network-based clustering allow improved annotation. **a** Principal component plot of the 1444 protein groups quantified in at least 1894 knockout strains (57% of all knockout strains). Principle component analysis (PCA) was performed based on the z-score transformed abundances of the proteins across the knockout strains. Four selected self-organizing map (SOM) clusters are highlighted in different colors and contain the proteins named in the network plots **c**–**f**. **b** Z-scored average intensity profiles of the selected clusters outlining the changes in their expression behavior across knockout strains**. c**–**f** The selected 4 clusters are examples enriched for specific cellular pathways or subcellular localization as assigned by the STRING database (colored edges); newly identified associations are depicted with gray edges. Nodes depict individual proteins. Source data are provided as a Source Data file.

As our study encompasses a genome-wide proteomic analysis of the full deletion library, we also investigated which of the deletion strains exhibit similar alterations in their proteome. The knockout library contained only nonessential genes for which there is less information available in the STRINGdb^22^ and Reactome^25^ databases compared to essential genes (Supplementary Fig. 4a–c). To improve functional annotation of even more nonessential genes, we applied the same SOM approach in the orthogonal way to cluster our 3308 knockout strains together with all 461 wild-type measurements by similarity of their proteome alteration, which resulted in 121 clusters. Notably, clusters predominantly contained either wild-type or knockout strains (Supplementary Fig. 4d). Confirming the clustering approach, we observed better correlation within the clusters than by pairwise comparison between strains from different clusters (Supplementary Fig. 4e–h). Due to insufficient information in the STRINGdb and the Reactome databases, we instead used enriched GO annotation of altered proteins within a cluster of knockout strains to suggest the functionality of their respective cluster. Using this approach, we were able to extend annotations of 2177 nonessential genes and recapitulate 16% of the mostly homology-inferred annotations (68% are inferred) but also increase the number of annotations by seven times using our proteome data from *S. pombe*.

In summary, by analyzing our genome-wide deletion library proteomes in both dimensions - changes in protein abundances across knockout strains and changes in strains across the entire proteome—we demonstrated that the information in our dataset is able to suggest functional annotations for clusters containing 2408 proteins. All protein clusters and the respective annotations can be explored via our *S. pombe* ProtQuant database (www.butterlab.org/SpProtQuant).

### Quantitative strainwise transcriptome-proteome comparison uncovers post-transcriptional regulation

We selected 94 knockout strains across the full spectrum of the number of altered proteins (Supplementary Fig. 5a). The 94 genes deleted in these individual strains belong to a diversity of processes, such as transcription, the cell cycle and redox processes, with 20 proteins featuring the GO term ‘cytoplasmic translation’ being the largest group (Supplementary Fig. 5b). To discriminate between transcriptomic and proteomic effects of the gene knockout, we performed transcriptome (Supplementary Fig. 6) and proteome (Supplementary Fig. 7) measurements for these 94 genes in quadruplicates, resulting in data for 4710 transcripts and 2458 proteins (Fig. 4a). 

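The transcriptomes were measured by 3′-end mRNA sequencing, in which each transcript is read near its polyadenylated end, so that the number of reads does not grow with the length of the transcript. There were 384 libraries on 4 plates, with 4 libraries of each of the 94 knockout strains and 8 libraries of wild type, grown in wells A1 and A2 of the plates. The replicate number of a library marks its plate, except for 2 wild-type libraries of well A2 that carry the same number and whose plate was left open. Between 1578511 and 2126622 reads per wild-type library were counted on genes, with a median of 1869959, and between 1337359 and 2659644 reads per knockout library, with a median of 1649954. The authors aligned the reads to the *S. pombe* genome ASM294v2 and deposited CPM values, the reads of a gene scaled to the size of its library, for 7259 genes in each library. In the deposited table, values of 1 or more had lost their decimal point, which affected 78.8% of all values. The decimal points were restored from the values under 1, because every value of a library is a whole multiple of the CPM of 1 read, which lay between 0.298 and 0.848. All values came out as whole reads, but 10.47% of them were whole reads at 2 or more positions of the decimal point. These were placed by the level of the same gene in the other libraries of the strain, and for 0.107% of all values another position was less than 10 times less probable. Values below 1.006722 CPM, the cutoff printed in the paper, were then removed. This cut off 21.2% of all values, and the same number read as log2 CPM would cut off 25.00%. The paper places its cutoff at the lowest quantile of the values, which argues for the log2 reading, so the floor used here was lower. A transcript was kept in a strain with at least 3 of its 4 values and in wild type with at least 6 of 8 values. The data set then held 6150 transcripts kept in wild type or in at least 1 strain, of which 5532 were kept in wild type and between 5496 and 5826 in each strain. Each strain was compared with wild type on log2 CPM without a pseudocount, using limma, which pools the variance of all transcripts to steady the estimate for each one. Because removed values leave the fit, a log2 fold change is understated for transcripts with values near the floor. The CPM already contain the authors' scaling of each library, and genes that overlap on either strand or have a near-identical copy are uncertain, since the counting is not stated to use the strand.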

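The gene deleted in each strain was examined first. In 27 of the 94 strains, the deleted gene was lower in all 4 libraries than in all 8 wild-type libraries, with a median of 16.5% of the wild-type level and a range from 0.513% to 65.3%. In 14 strains it was higher in all 4 libraries than in every wild-type library, and in the other 53 strains the values overlapped those of wild type. By chance, 0.202% of strains would lie below every wild-type library (exact permutation test of 4 against 8 libraries, two-sided, p = 0.00202 for each strain without overlap, which is the smallest p this design allows). Centring each library on its median and adding a pseudocount of 1 left the counts at 27 lower and 14 higher. At least 3 reads of the deleted gene were counted in every library of 88 strains. No read was counted in all 4 libraries of 2 strains, *xlf1*Δ and *SPBPB10D8.06c*Δ, whose genes had 0.0576 and 0 CPM in wild type, so that a change was not detectable at this depth. A count of 0 allows up to 3 reads, which is between 0.893 and 2.54 CPM depending on the library, and this limit covers counting error only. Of the 19 deleted ribosomal protein genes 14 were lower, and of the 75 other deleted genes 13 were lower. *rpl1801* (SPBC11C11.07, chromosome II, 3361513 to 3362632) fell from 3564 ± 494 CPM (SD, n = 8) in wild type to 349 ± 186 CPM (SD, n = 4) in its own strain. *dbr1* was among the genes that were higher, with 116 ± 28.9 CPM (SD, n = 4) in its own strain and 16.1 ± 4.50 CPM (SD, n = 8) in wild type. For strains whose deleted gene was not lower, the values below are those of the libraries labelled with that deletion.

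**Figure D1:**
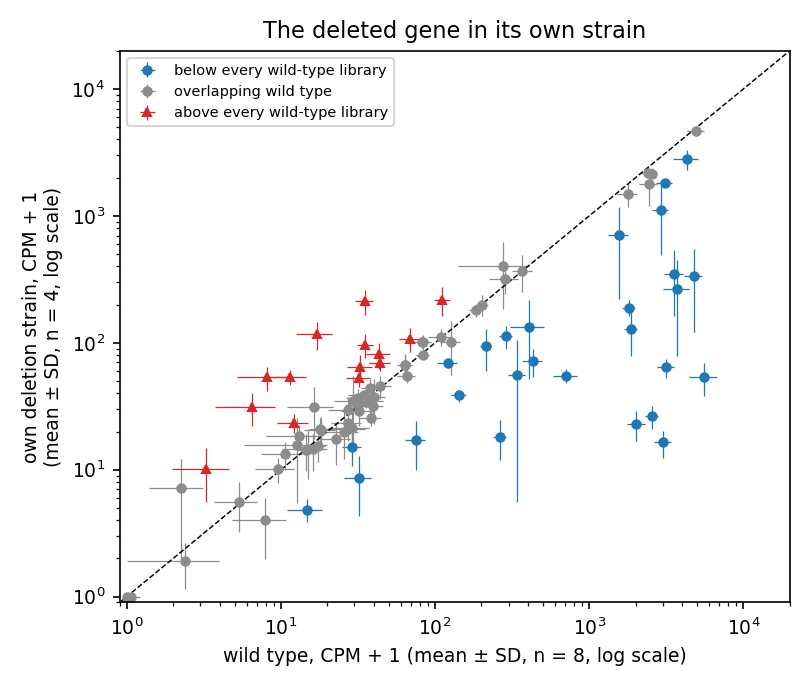
CPM + 1 of the deleted gene in its own strain (vertical axis, mean ± SD of 4 libraries) against wild type (horizontal axis, mean ± SD of 8 libraries), both on log scales, for the 94 strains; the dashed line marks equal levels. Blue circles are the 27 genes below every wild-type library, red triangles the 14 above every wild-type library and grey circles the 53 that overlap wild type.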

Notably, while replicates in general increase precision, comparing the 94 remeasured proteomes with replicates to the original screen shows a good correlation of protein expression values (Pearson’s R 0.7–0.9) (Supplementary Fig. 5c), validating the high reproducibility and precision of the quantitation method.

**Fig. 4:**
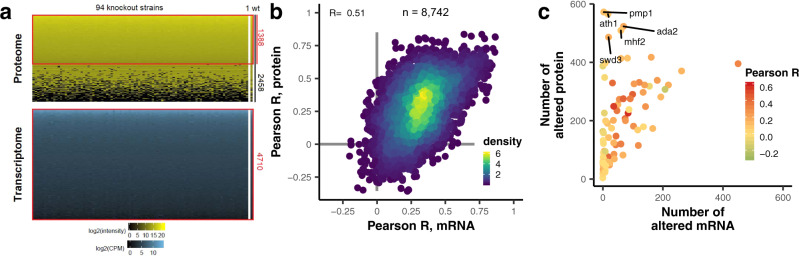
Correlation of transcriptome and proteome for 94 selected knockout strains reveals post-transcriptional regulators. **a** Heatmaps of proteome expression (yellow-black) and transcriptome expression (blue-black) obtained by measuring the same samples by quantitative proteomics and RNA-Seq (*n* = 4). **b** Scatterplot of the pairwise Pearson’s correlation coefficients between all possible knockout strain pairs (*n* = 8742) at the transcriptome versus proteome levels shows moderate correlation (R = 0.51). **c** Scatterplot comparing the number of altered proteins and the number of altered transcripts for all 94 strains. The color scale shows the Pearson correlation coefficient between the transcriptome and proteome of the respective knockout strain. Source data are provided as a Source Data file.

Having paired transcriptome and proteome data, we compared the strains on either transcriptome or proteome using the similarity of their expression changes in contrast to wild-type (Supplementary Fig. 5d). 

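At the transcriptome level, the highest Pearson's R of log2 fold changes was 0.864, between *SPBC16A3.17c*Δ and *nde2*Δ, followed by 0.863 between *SPBC16A3.17c*Δ and *rpl901*Δ and 0.861 between *nde2*Δ and *SPBC3E7.05c*Δ. The lowest R was -0.166, between *rpl3801*Δ and *moe1*Δ, and *moe1*Δ also gave the next lowest values, -0.165 with *rpl501*Δ and -0.156 with *rpl3703*Δ. Each R was computed across the transcripts kept in both strains, and transcripts are not independent replicates. Each log2 value was also taken relative to the mean of the 94 strains, which removes the wild-type libraries from the comparison. The highest R was then 0.795, between *erg4*Δ and *tcg1*Δ, and *SPBC16A3.17c*Δ and *nde2*Δ followed with 0.766. In the libraries labelled *erg4*Δ, *tcg1* was at 21.8% of its wild-type level. The libraries labelled *SPBC16A3.17c*Δ, *nde2*Δ and *erg4*Δ held their deleted gene at levels that overlapped wild type, and those labelled *SPBC3E7.05c*Δ held it above wild type.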

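Over the 4371 pairs of knockout strains, Pearson's R of the transcript log2 fold changes had a median of 0.313, with quartiles at 0.224 and 0.407, and was above 0 for 98.9% of the pairs. Its distribution peaked at 0.325. All fold changes were taken against the same 8 wild-type libraries, so that strains without any change also correlate. In 20 simulated data sets of unchanged strains, made by resampling the residuals of the libraries, the median R was 0.328, with medians of single data sets from 0.268 to 0.400. For independent genes, 4 knockout libraries and 8 wild-type libraries give an expected R of 0.333. The observed median lay within the range of the simulated medians. With separate sets of 4 wild-type libraries for the strains of a pair, the median R was 0.164, above the simulated medians of unchanged strains with separate sets, which lay between -0.135 and 0.0960 with a median of -0.0249. Relative to the mean of the 94 strains, the alternative that moved it most, the median R was -0.01, but this centring brings the average R near 0 whatever the strains share. Using a single replicate of each strain, the median R was 0.247, 0.272, 0.204 and 0.360 for replicates 1 to 4, and Spearman's rho over all replicates had a median of 0.310. The expected R of 0.333 and the simulated medians are for 4 knockout libraries and do not apply to single replicates. Libraries of the same replicate number also share a plate.

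**Figure D2:**
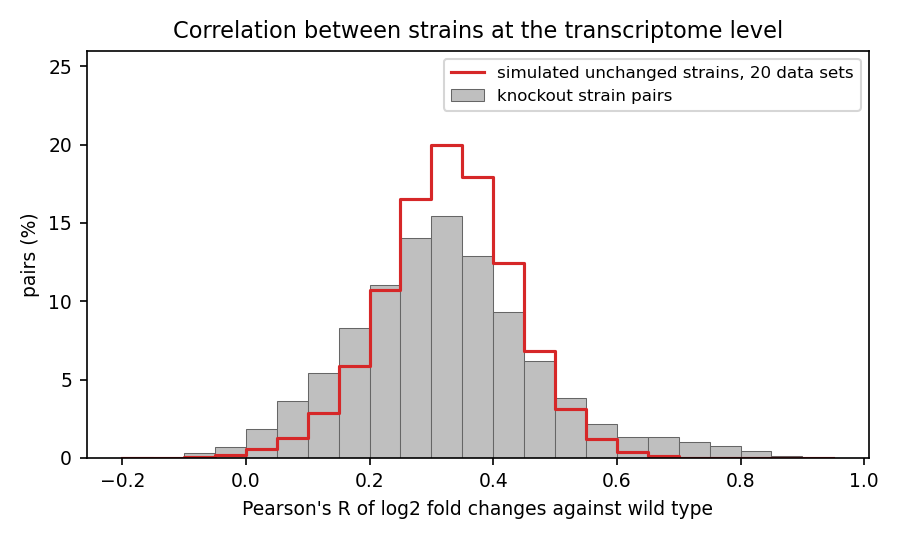
Share of strain pairs (vertical axis, percent) by Pearson's R of their log2 fold changes against wild type (horizontal axis), for the 4371 pairs of knockout strains (grey bars) and for 20 simulated data sets of unchanged strains (red line). Both distributions peak near 0.325, and the observed one is wider on both sides.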

Correlations between strains at the transcriptome level were different from correlations among the strains at the proteome level (R = 0.51), suggesting posttranslational regulation in some of these strains (Fig. 4b). This should be acknowledged, as mRNA is commonly used as a proxy for protein levels in gene expression studies^26^.

To identify knockout strains with posttranscriptional effects, we performed correlation analysis between the transcriptome and proteome in each strain (Supplementary Fig. 5e, f). For the 94 selected strains, this correlation varied between −0.2 and 0.6, demonstrating that this is strongly dependent on the individual gene knockout. For example, our paired transcriptome/proteome data showed that pmp1Δ, ath1Δ, ada2Δ, mhf2Δ, and swd3Δ exhibit a high number of differentially expressed proteins, while they have a rather small number of differentially expressed mRNAs (Fig. 4c).

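With a minimum log2 fold change of 0.6 and a maximum p of 0.005, the median strain had 122 altered transcripts out of a median of 5476 tested, with quartiles at 35.5 and 277. The counts ranged from 6 in *rsv2*Δ to 1189 in *rpl1801*Δ. The strain with most was the same under every alternative, but the strain with fewest was not. It was *SPAC23A1.07*Δ with the plate as a replicate block and *SPAC8E11.10*Δ without a filter, and *rsv2*Δ had 13 in the libraries of known plate. Over all strains, 58.9% of the altered transcripts were higher than in wild type, and 47.3% with protein-coding genes only, an alternative added after the data were seen. At the same fold change and a Benjamini-Hochberg adjusted p below 0.05, the alternative that moved the median most, the median strain had 35.5 altered transcripts and 24 strains had 0, among them *rsv2*Δ with 199 transcripts at an unadjusted p below 0.05. These fits did not use the plate, so a count of 0 does not show that a strain was unchanged. At the unadjusted thresholds, the median was 166 with the plate as a replicate block, against 123.5 in the same libraries without the block. The libraries labelled *pmp1*Δ had 75 altered transcripts, of which 29 (38.7%) were higher, and stood at rank 40 of the 94 strains, counted from the fewest. This balance was not stable, since the higher ones were the majority in 5 of 27 alternatives, with 54.1% of 85 when the wild-type library of well A2 labelled wt2 was left out and 53.3% of 45 with well A1 only. None of the *pmp1*Δ transcripts passed the adjusted p, with 579 at an unadjusted p below 0.05, and with the plate as a replicate block the count was 114, 54.4% of them higher, against 77 and 53.2% in the same libraries without the block. *ath1*Δ had 119 altered transcripts (59 higher, rank 46), 47 of them at the adjusted p. The libraries labelled *ada2*Δ had 373 (203 higher, rank 77), with 351 at the adjusted p. For those labelled *mhf2*Δ the count was 256 (218 higher, rank 65), with 180 at the adjusted p, and for those labelled *swd3*Δ it was 249 (192 higher, rank 64), with 139.

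Of the 5 deleted genes, only *ath1* (SPBC21B10.03c, chromosome II, 1666721 to 1669755) was lower in its own libraries, with 112 ± 23.0 CPM (SD, n = 4) against 287 ± 28.5 CPM (SD, n = 8) in wild type. *pmp1* was measured at 54.0 ± 6.84 CPM in its own libraries and 64.5 ± 8.76 CPM in wild type, and *mhf2* at 20.1 ± 4.64 and 16.9 ± 2.60 CPM, neither of which passed the exact permutation test of 4 against 8 libraries (two-sided p = 0.0646 and 0.192). *ada2* was higher at 79.9 ± 18.4 CPM against 42.4 ± 7.90 CPM, and *swd3* at 9.15 ± 4.58 CPM against 2.28 ± 1.30 CPM (same exact permutation test, p = 0.00202 for each). All 5 genes overlap other genes of the annotation.

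Among the transcripts with the smallest p in each strain, the deleted gene aside, *pho7* (SPBC27B12.11c, chromosome II, 1345112 to 1347969) rose in the libraries labelled *pmp1*Δ from 15.9 ± 2.40 to 31.9 ± 4.85 CPM, a log2 fold change of 1.01 (standard error 0.15, adjusted p = 0.0693 from limma with Benjamini-Hochberg adjustment). In *ath1*Δ, *gdh1* (SPCC622.12c, chromosome III, 1419131 to 1421212) fell from 250 ± 29.8 to 113 ± 9.86 CPM, a log2 fold change of -1.14 (standard error 0.12, adjusted p = 6.4e-04 from limma). In the libraries labelled *ada2*Δ, *spk1* (SPAC31G5.09c, chromosome I, 2999546 to 3001687), which encodes a kinase of the pheromone response, rose from 10.5 ± 2.45 to 115 ± 43.2 CPM, a log2 fold change of 3.41 (standard error 0.24, adjusted p = 4.0e-06 from limma). In those labelled *mhf2*Δ, *SPCC70.04c* (chromosome III, 2352568 to 2354572) rose from 9.59 ± 2.68 to 107 ± 31.4 CPM, a log2 fold change of 3.47 (standard error 0.24, adjusted p = 5.8e-06 from limma), and in those labelled *swd3*Δ, *SPBC1271.08c* (chromosome II, 355980 to 358079) rose from 16.2 ± 2.43 to 57.3 ± 9.00 CPM, a log2 fold change of 1.82 (standard error 0.15, adjusted p = 5.7e-05 from limma). The next transcripts were *SPCC737.04* (log2 fold change 2.26) and the antisense transcript of *SPBC1773.12* (-1.17) in *pmp1*Δ, the antisense transcript of *SPAC9.08c* (-2.12) and *pfl7* (1.40) in *ath1*Δ, *omt3* (4.77) and *map2* (4.71) in *ada2*Δ, *SPAC11D3.01c* (3.65) and *prl65* (3.30) in *mhf2*Δ, and *ecl1* (2.57) and a noncoding transcript on chromosome II from 546996 to 548377 (2.28) in *swd3*Δ. The noncoding transcript of *swd3*Δ is the direct upstream neighbour of the deleted *swd3*, so a local effect of the deletion was not excluded. Antisense transcripts overlap the gene on the opposite strand, and *gdh1*, *spk1*, *SPCC70.04c*, *SPBC1271.08c*, *SPCC737.04*, *pfl7*, *map2*, *ecl1* and this noncoding transcript also overlap other genes of the annotation, so that their reads are uncertain. In *rpl1801*Δ, the strain with most altered transcripts, *pgk1* (SPBC14F5.04c, chromosome II, 4157821 to 4159543) fell from 15121 ± 2175 to 4088 ± 756 CPM, a log2 fold change of -1.89 (standard error 0.16, adjusted p = 1.1e-05 from limma), and *aes1* and a noncoding transcript on chromosome II from 1467902 to 1468396 changed by -2.89 and 2.68 on the log2 scale. This noncoding transcript overlaps another gene on the same strand, so that its reads are uncertain as well. The paper names the 5 strains as examples of knockouts with many altered proteins and few altered transcripts, and from the spread of the transcriptome and proteome correlation over the strains, it concludes that this correlation depends on the deleted gene. The protein side of this comparison was not analysed here.

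**Figure D3:**
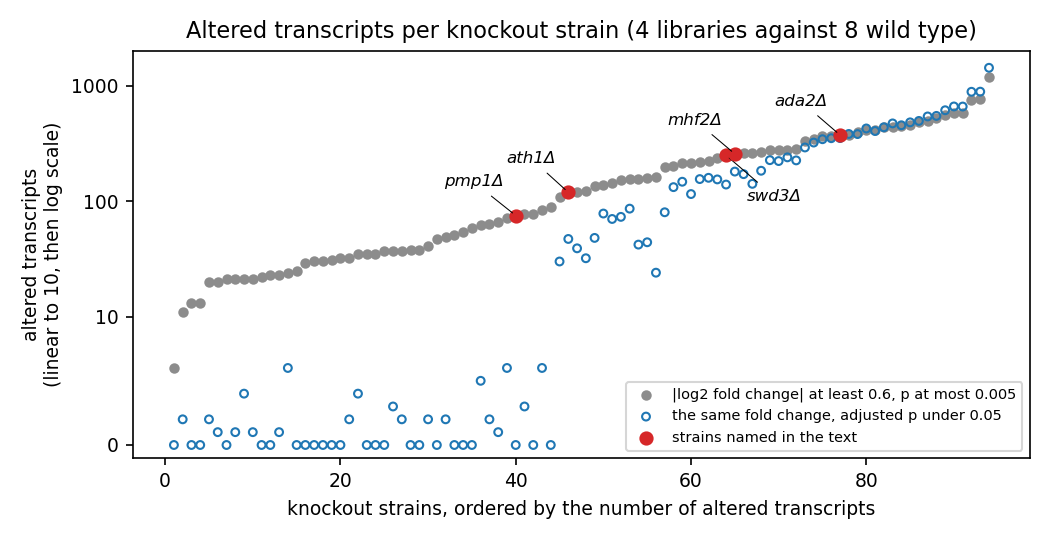
Number of altered transcripts (vertical axis, linear up to 10 and logarithmic above) of the 94 knockout strains, ordered from the fewest to the most (horizontal axis), each from 4 libraries against 8 of wild type. Grey and red points use the fold change and p thresholds of the paper and blue circles the adjusted p; the 5 named strains, in red, lie between rank 40 and rank 77.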

### Protein upregulation at stable mRNA levels is linked to optimal codon usage

Having 94 paired transcriptome/proteome datasets lent themselves to identifying genes under posttranscriptional regulation in multiple conditions. To this end, we analyzed the transcriptome/proteome correlation of the 1706 measured gene products across the knockout strains. We observed varying correlations for individual transcript/protein pairs for these genes, ranging from anti-correlation (R = −0.84) to near perfect correlation (R = 0.98) (Supplementary Fig. 8a). Among these genes, 750 had significantly high transcript/protein correlations (*p* < 0.05), and 90 of them had statistically significant anti-correlations (*p* < 0.05), i.e., protein upregulation can be predicted from mRNA downregulation and vice versa (Supplementary Fig. 8b). While for the highly correlated pairs, there were no strongly enriched GO terms, for the anticorrelated pairs, we found enrichment of GO terms related to RNA processing and protein phosphorylation (Supplementary Fig. 8c, d). However, the noted anticorrelation can stem from the low expression levels of the proteins that are thus more difficult to precisely quantify and should be interpreted cautiously (Supplementary Fig. 8e, f).

Next, we focused on changes in protein expression abundance under stable mRNA levels to investigate post-transcriptional features more directly. To this end, we clustered the subset of genes with protein expression changes under stable mRNA levels (*n* = 769) into two groups using PAM (partitioning around medoids) clustering based on their regulation at the protein level (Supplementary Fig. 9a). Looking into the differential regulation dynamics of the two clusters, we found that the first group contains genes that tend to be upregulated at the proteome level across most of the strains, while the second group contains genes that tend to be generally downregulated (Supplementary Fig. 9b). Gene ontology analysis of these two groups revealed various cellular metabolic process-related terms, especially amino acid biosynthesis, being enriched among upregulated genes and depleted in the downregulated genes (Supplementary Fig. 9c). These findings reveal that some processes related to amino acid metabolism might be mainly under translational control.

Furthermore, the paired transcriptome/proteome data allowed us to check the translation efficiency for the 769 genes with stable mRNA levels. Interestingly, we observed clear differences in codon usage between the generally up- and downregulated proteins (Supplementary Fig. 9d, e). Notably, optimal codons^27^ were strongly overrepresented in the translationally upregulated proteins (Fig. 5a). This suggests that protein expression increase under stable mRNA conditions is linked to the more frequent utilization of previously reported high abundance tRNA species in *S. pombe*^27^ for this subset of genes. Supporting this principle, when ribosome-associated genes are deleted, this effect is mitigated (Fig. 5b, Supplementary Fig. 9f). The same trend can be observed when comparing fluorescence protein constructs carrying either optimized or non-optimized codons. Strains that exhibited high optimal codon usage in the previous experiment showed stronger expression of the fluorescent protein, similar to the control strains, while knockout strains that had lower optimal codon usage in our study did not increase expression of the reporter protein that strongly (Fig. 5c). Presumably, for the ribosomal subunit knockout strains, these effects occur due to changes in the translational efficiency of the ribosome itself (Fig. 5d).

**Fig. 5:**
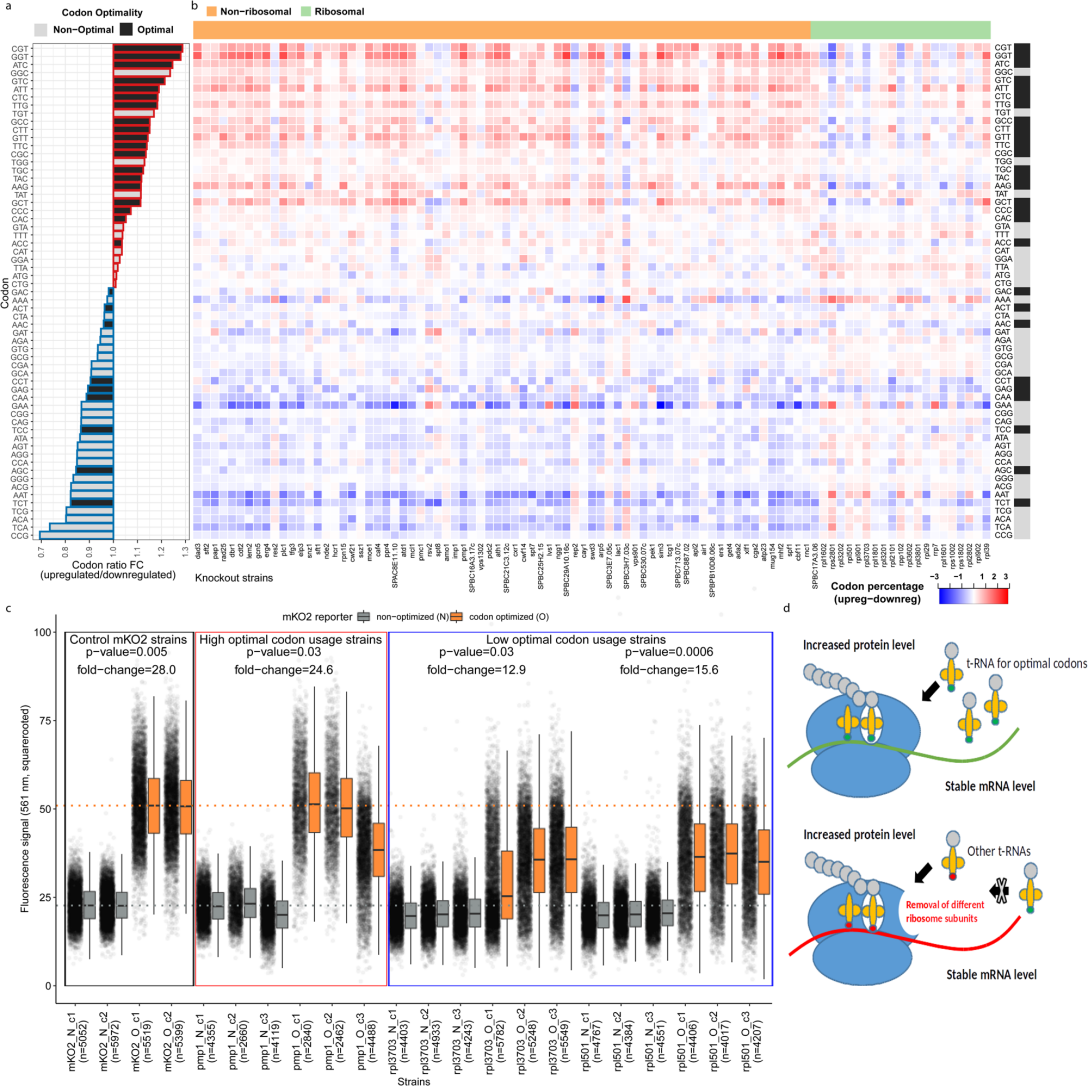
Translationally upregulated genes use optimal codons. **a** Fold-change in codon percentage between the 769 up- and down-regulated proteins with stable mRNA levels. Red boxes depict codons that exhibit an overall trend of proportional increase in upregulated proteins, and blue depicts proportional increase in downregulated proteins. Optimal codons are colored black, while non-optimal codons are colored gray. **b** Heatmap depicting optimal and non-optimal codon usage among the 769 translationally regulated genes (protein change without transcript change) in 93 strains. Red and blue boxes indicate higher codon percentages in upregulated or downregulated proteins, respectively. Optimal codons are marked in black, and non-optimal codons are marked in gray. Ribosome-associated genes are marked in green, and non-ribosomal genes are marked in orange. **c** Boxplot of the fluorescence intensities (square-rooted for normal distribution) measured in strains either containing the codon optimized (O) or the non-optimized (N) mKO2 (Kusabira orange) constructs. *P*-values and fold changes resulted from two-sided Student’s *t*-tests with a CI of 95% between the means of intensities of biologically independent experiments (*n* = 2 for control strains and *n* = 3 for high and low optimal codon strains). Dotted lines indicate the mean values of the control mKO2 strains with N (gray) and O (orange) constructs for easier reference. The interquartile range (IQR) is depicted by the box with the median represented by the centerline. Whiskers maximally extend to 1.5*IQR (with outliers shown). **d** Schematic illustrating that codon usage for translational upregulation of protein levels under stable mRNA conditions might correlate with the structural composition of the ribosome. Source data are provided as a Source Data file.

In this study, we used quantitative mass spectrometry to measure the proteome of the entire *S. pombe* knockout library containing 3308 knockout strains. Here, we provide a comprehensive proteomics resource for the effect of single gene knockouts in a eukaryotic organism, surpassing any transcriptome screen in yeast to date. We used the protein expression data as a basis for functional annotation and selected 94 knockout strains to study posttranscriptional gene regulation to show that optimal codon usage is one possible scenario for the upregulation of protein expression under stable mRNA conditions. Expression and annotation data, together with mapped homology information for human and *S. cerevisiae*, can be found in an easy-to-access online database.

## Methods

### Yeast culture and cell lysis

For the full screen, the *S. pombe* knockout library (Bioneer, version M-3030H) was grown in YES medium (5 g l^−1^ yeast extract, 30 g l^−1^ D-glucose, supplemented with 225 mg l^−1^ adenine, L-histidine, L-leucine, uracil and L-lysine each f.c.) at 32 °C with shaking at 160 rpm for 2 days. A second inoculation was performed with 5 µl of the initial culture in a 96-deepwell plate filled with 1 ml YES media and grown for another 12–14 h. For the paired transcriptome proteome dataset, 2 ml cultures were grown.

Cells were pelleted by centrifugation for 5 min at 1000 x *g*. The pellet was washed twice with ice-cold Milli-Q water. Lysis was performed by adding 200 µl 8 M urea (#U1250, Sigma Aldrich) in 50 mM (NH_4_)HCO_3_ pH 8.0 (Sigma Aldrich) to the pellet and incubating shaking at 700 rpm for 30 min. Cell debris was removed by centrifugation for 5 min at 1000 x *g*, and the supernatant was transferred into a 96-well plate. The protein concentration was determined with Bio-Rad Protein Assay Dye Reagent (#500-0006, Bio-Rad).

For all strains, the OD600 density values of the initial growth culture (preinoculation) were measured. The Z-score for growth was calculated based on the OD600 density values of each 96-well plate separately by subtracting the mean OD600 value from the OD600 value of each well and dividing by the standard deviation of the OD600 values in the respective 96-well plate.

### TMT labeling

Twenty microliters of the cell lysate, which contained approximately 3.7 µg of protein, was reduced for 30 min with dithiothreitol f.c. 1 mM (#D0632, Sigma Aldrich) and subsequently alkylated for 20 min with iodoacetamide f.c. 5 mM (#I6125, Sigma Aldrich) shaking at 300 rpm at room temperature in the dark. Proteins were diluted in seven volumes of 50 mM (NH_4_)HCO_3_ pH 8.0 and digested overnight with 50 ng endoproteinase Lys-C (#129-02541, Wako) shaking at 300 rpm at 25 °C. Peptides were desalted using StageTips^28^ made from two layers of C_18_ material (#2215, 3 M). Briefly, StageTips were activated using 100% methanol (#20864.320, VWR) and washed with 80% acetonitrile (#20048.320, VWR) in 0.1% formic acid (#5330020050, Millipore). Equilibration and wash steps after peptide loading were performed with 100 mM triethylammonium bicarbonate (TEAB) pH 8.4 (#18597, Sigma Aldrich). Peptides were eluted from StageTips with 80% acetonitrile in 100 mM TEAB, and the organic solvent was subsequently evaporated. The labeling reaction was performed with 8 µg Tandem Mass Tag (#90110, TMT10plex™ Isobaric Label Reagent, Thermo Scientific) for 2 h at room temperature, followed by 15 min quenching with hydroxylamine f.c. 0.4% (#438227, Sigma Aldrich) and acidifying with five volumes 0.1% formic acid. One batch of wt *S. pombe* grown in a 2 ml deep 96-well plate filled with 1 ml YES media was labeled with Tandem Mass Tag 127 C beforehand and frozen in aliquots at −80 °C. An aliquot was combined with every 10plex pool to account for run-to-run and plate-to-plate variability. Each pool of 10 tandem mass tag samples was cleaned by StageTip purification as described above. Peptide elution was performed with 80% acetonitrile in 0.1% formic acid/50 mM (NH_4_)HCO_3_ pH 8.0. After the organic solvent was evaporated, the complete sample was injected for mass spectrometry measurement. In the case of replicates, each replicate was labeled with a different TMT label and measured with different strains to eliminate technical bias.

### Mass spectrometry measurement

Measurements were performed on a Q Exactive Plus mass spectrometer (Thermo Scientific) coupled to a Thermo Scientific EASY-nLC1000 HPLC system (Thermo Scientific). Peptides were separated on self-packed C_18_ columns (#11-1-9.aq.0001, Dr Maisch GmbH) using the following gradient: 0–157 min, 2–22% solvent B; 157–208 min, 22–40% solvent B; 208–212 min, 40–95% solvent B at a flow rate of 225 nl min^−1^. Solvent A consisted of 0.1% formic acid, and solvent B consisted of 80% acetonitrile (#20048.320, VWR) in 0.1% formic acid (#5330020050, Millipore). Peptides were ionized with spray voltages of 2.0–2.4 kV. Data acquisition for TMT samples was performed with Xcalibur 3.1 (Thermo) in positive ion mode with a Top15 data-dependent acquisition method. The full scan was set at a resolution of 70,000 with a scan range of 300–1650 m/z and an AGC target of 3*10^6^. The MS/MS was triggered with a 1.8 m/z isolation window at a minimum intensity threshold of 8.3*10^3^ with the following settings: ion charge 2–7; peptide match preferred; isotope exclusion on and a dynamic exclusion set for 35 s. Fragmentation energy was set to 33, resolution at 35,000 with an AGC target of 1*10^5^ and a maximum injection time of 120 ms.

### mRNA extraction and sequencing

Total RNA extraction was performed according to ref. 29 and the RNA pellet was resuspended in 87 µl of RNase free water. DNA was digested using 3 µl of DNase (#79254, Qiagen) and 10 µl of RDD DNase buffer at 37 °C for 30 min. RNA cleanup was performed with the Purelink RNA Mini kit (#12183018A, Thermo Scientific) according to the manufacturer’s instructions. RNA integrity was measured on a Bioanalyzer 2100 system (#5067-1511, Agilent).

NGS library prep was performed with Lexogen 3´mRNA-Seq Library Prep Kit FWD HT following Lexogen’s standard protocol (015UG110V0110). Libraries were prepared with a starting amount of 338 ng and amplified in 13 PCR cycles. Libraries were profiled using a High Sensitivity DNA chip on a 2100 Bioanalyzer (#5067-4626, Agilent) and quantified using the Qubit dsDNA HS Assay Kit in a Qubit 2.0 Fluorometer (Q32851, Life Technologies). A total of 2 × 192 libraries were pooled together in an equimolar ratio and sequenced in single-end mode on 2 NextSeq 500 high-output flowcells for 1 × 75 cycles plus 2 × 8 cycles for the dual index read.

### MS data analysis

#### Identification and quantitation

All MS raw files were run in a single MaxQuant^30^ version v. 1.6.1.0 using the integrated Andromeda search engine and the Schizosaccharomyces_pombe.ASM294v2.29.pep.all.fa database downloaded from ENSEMBL (www.ensembl.org). Carbamidomethyl on cysteine was set as a fixed modification. Annotation of measured spectra was done using nonparametric simple target-decoy (TD) database searches. Search results of each LC-MS/MS run were filtered at peptide spectrum matches (PSM) FDR < 0.01. Individual protein scores were calculated by summing up Mascot ion scores of the best PSM for all unique peptides of that protein. Proteins were further filtered at protein FDR < 0.01. The second peptide search was disabled, and only unique peptides were considered for quantitation. The mqpar file with all settings is available at ProteomeXchange.

Protein groups with at least one unique peptide were considered for further analysis. Protein groups without intensity values in the technical spike-in sample were removed from the analysis for the respective MS measurement. To ensure sufficient proteome coverage for downstream analysis, samples with less than 1250 identified proteins (one-fourth of the protein-coding genes in *S. pombe*) were repeated.

In the case of replicates, when protein groups were measured in three replicates, the fourth value was imputed based on the Bayesian PCA^31^ missing value estimation method.

#### Labeling performance

Under-labeling was determined by calculating the percentage of evidence without TMT labels after setting TMT as variable modification and removing the contaminants from the analysis^32^. Over-labeling was assessed based on the labeling of H, S, T, and Y amino acids in addition to N-terminal and lysine labeling^32^.

#### Normalization

We used the spiked-in wild-type sample (127 C label) as a global reference to perform initial normalization after logarithmic transformation. Subsequently, we performed sample median normalization, expecting that the average protein intensity should be identical for each sample of the run. To prevent systematic bias of different numbers of peptide identification among MS runs, we assumed that the average intensity of each protein in each run should be identical, and hence, the median intensity of each protein in all the runs was adjusted to the global median intensity of the respective protein. After this normalization step, we did not consider the technical spike-in samples for any further analysis. In our quest to find the most suitable normalization method, we also tried the following methods: “ComBat” (“sva” package); “meancenter”, “standardize”, “ratioa”, “ratiog”, “fabatch”, “combat”, “sva” (“bapred” package); and “limma” (“limma” package).

#### Differential regulation analysis

For the detection of differentially regulated proteins in individual knockout strains, we could not use the standard *t*-test as we did not have replicate data. Instead, we used the 461 biological wild-type replicates across all MS runs to calculate the reference mean and standard deviation for each protein. Using a two-sided *z*-test and these reference distributions we calculated the z-score of each individual protein intensity for all knockout measurements. These z-scores were then transformed into *p*-values using the *z*-table. *P*-values were corrected for multiple testing using the Benjamini–Hochberg approach resulting in FDR values. Proteins with FDR < 0.05 were assumed to be differentially regulated in the respective knockout. For all protein datasets with replicates, we used the standard two-sided Student’s *t*-test to test for differential regulation. The differential regulation threshold was set to log2-fold change less than −0.2 or larger than 0.2 with *p*-values less than 0.03 for all measured samples.

### Transcriptome data analysis

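In the deposited values, the reads counted on genes had a median of 1652256 over the 384 libraries. In 71 libraries they were fewer than 1500000, a number that leaves out reads assigned to no gene.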

Demultiplexed reads were assigned to corresponding samples, for which a minimum of 1.5 million reads per sample were measured. The raw sequencing files were analyzed further using the “NGSpipe2go” RNA-seq pipeline (https://github.com/imbforge/NGSpipe2go). Version of the tools used were R (3.5.1), FastQC (0.11.8), STAR (2.6.1b), SAMtools (1.5), HTSeq (0.9.0), Subread (1.6.2), BEDTools (2.27.1), Picard (2.17.6), RSeQC (3.0.0), Qualimap (2.2.1), KentUtils (v365), rMATS (4.0.2), FastQScreen (0.12.2), deepTools (3.1.0), BamUtil (1.0.13), and STAR-Fusion (0.8.0). 

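The CPM of 1 read showed which library size the CPM were computed on. This size was between 0.768 and 1.450 times the number of reads counted on genes in the same library, so the deposited CPM contain a scaling factor for each library.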

The default RPKM calculation was replaced with CPM (counts per million) as 3’-end sequencing was performed. “ASM294v2.40.gtf” was used as the gene model, and “ASM294v2.dna.toplevel.fa” was used as the genome for *S. pombe*. The “rld” transformation of the data from the “DE_Seq” part of the pipeline was replaced with the “vst” transformation due to the high number of samples being processed.

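Of the 2787456 values in the deposited table, 21.2% were below 1.006722 CPM and 25.00% had a log2 CPM below 1.006722. The first quartile of all CPM values was 2.009, which is 1.01 on the log2 scale. The printed number thus lies at the first quartile when read as log2 CPM, which argues for that reading of the cutoff. The main results here used the lower floor of 1.006722 CPM. With the floor placed at a log2 CPM of 1.006722, 5924 transcripts were kept and the median strain had 112.5 altered transcripts.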

Afterward, the CPM values below the lowest quantile of all CPM values (CPM < 1.006722) were removed before further analysis. The CPM values were log-transformed, and in the case of three measured values, the fourth value was imputed using the Bayesian PCA method as done for the replicate proteome measurements. The differential regulation threshold was set to a minimum log2 fold change of 0.6 and a maximum p-value of 0.005.

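With these thresholds, a comparison of the 4 wild-type libraries of well A1 with the 4 of well A2 called 9 of 5484 transcripts altered. None passed an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment), and 128 had an unadjusted p below 0.05. In simulated comparisons of 4 with 8 libraries, each with 200 changed genes, 93.8% of the changed genes were recovered, and a median of 19.5 unchanged genes out of 5490 tested were called, or 9 at the adjusted p. The simulated changes were all well above the fold change threshold and lay in genes well above the floor. Genes varied independently and without a plate effect, so the recovery does not cover smaller changes or transcripts near the floor. Of the 94 strains, 4 had at most 19.5 altered transcripts at the unadjusted thresholds. The 9 at the adjusted p are no such level for a strain, since the adjustment allows more false calls where more genes are changed.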

### Protein co-expression and clustering

Pearson’s correlation coefficient for each pair of proteins was calculated using the z-score transformed intensity values, while only the complete pairwise observations were considered for calculations.

Clustering was performed using the Kohonen package in R, with the “supersom” function^23^ using the z-score values. We initially grouped the proteins into 144 supersom clusters (maximizing connectivity score), and based on the similarities within and between the clusters and the size of the clusters, we filtered these 144 clusters into 113 clusters.

STRING database version v11 was used for the analysis. Pairs of proteins with a combined score higher than 150 were considered to be associated. The sample size of the random sampling was determined based on the size distribution of the clusters.

### Strain similarity measures and clustering

Pearson’s correlation coefficients for each pair of strains were calculated using the z-score transformed intensity values, while only the complete pairwise observations were considered for calculations.

Clustering was performed using the Kohonen package in R, with the “supersom” function^23^ using the z-score values. We initially grouped the strains into 121 supersom clusters. Then, we removed the 40 clusters containing any wild-type measurements. Afterward, based on the similarities within and between the clusters, we filtered these remaining 81 clusters into 48 clusters with low mean distances to the center of the respective cluster (<75 percentile of all distances) containing 2177 of the 3308 knockout strains.

The STRING database (version v11), Reactome pathways and Reactome reactions (downloaded on June 3rd 2020) were used for the analysis. Pairs of proteins with a combined score higher than 150 were considered to be associated. The sample size of the random sampling was determined based on the size distribution of the clusters.

### Assessment of genes regulated at the protein level

Genes regulated at the protein level only were selected among the genes with measured transcripts and proteins in the respective strains, and only those regulated at the protein level without any significant change at the mRNA level were considered for clustering. Here, only the top 50% of genes (769) were used for clustering, referring to those showing changes only at the protein level of a higher number of knockout strains. The “pamk” function from the “fpc” package of R was used for clustering and defining the optimal number of clusters, which was two.

### Codon optimality analysis

For each knockout strain, we used the open reading frames of the group of up- and downregulated genes with no changes at the RNA level and their respective protein levels to calculate the usage percentage for each of the 64 codons. These percentages were used throughout the analysis to assess significant differences in codon usage between up- and downregulated genes. Codon optimality was assigned based on previously published results^27^.

### Codon optimized orange fluorescent experiments

*S. pombe* strains containing a HYGR marked cassette with ade6p driving mKO2 that is either *S. pombe* codon optimized using commercial algorithms^33^ (LifeTech/Thermo Fisher) or nonoptimized were crossed with deletion mutants (G418R marked) and progeny selected after mating and germination by random spore selection. Briefly, cells were mated on maltose extract (ME) nitrogen-starved plates for 3 days at 25 °C and germinated on rich YS plates overnight. Cells were vortexed in water for 30 s and then plated at low density on YS + HYG + G418 plates for 2 days at 32 °C to select for mating products^34^. Three independent HYGR/G418R double-positive colonies were selected by random spore selection. For flow cytometry experiments, parent strain clones (*N* = PAS916, O = PAS917) and target strains were grown in YS overnight in 96 well plates at 32 °C, diluted into YS 1:50 the next day, and grown another 6 h into log phase^34^. Cells were size-gated for young G2 cells (“head of the comet” in a linear forward versus side scatter plot^34^) to avoid artifacts arising from heterogeneous cell sizes. The orange fluorescence in these populations (~2500–6000 cells) was measured for the three replicates per mutant strain and two replicates for wild-type mKO2 optimized and nonoptimized controls.

Control strains included: PAS916 (non-codon optimized - N) [ade6p:mKO2:ura4t hygMX at Locus2 (between SPBC1711.11 and SPBC1711.12); ura4-D18; leu1-32; ade6-M216; his7-366; h(-)], PAS917 (codon optimized - O) [ade6p: pombe codon optimized mKO2:ura4t hygMX at Locus2 (between SPBC1711.11 and SPBC1711.12); ura4-D18; leu1-32; ade6-M216; his7-366; h(-)].

### Genetic interaction data

Genetic interaction data were obtained from a previous study^16^. Pearson’s correlation coefficient (R) was calculated using “pairwise-complete-observations”. The difference in distribution of Pearson’s correlation coefficient between pairs of proteins belonging to the same or different SOM clusters was tested using the Wilcoxon test.

### Correlation analysis of paired transcriptome and proteome data

Three different measures were assessed using paired transcriptome and proteome data correlations. To accomplish this, the following steps were performed: log2-fold change of individual genes was calculated with respect to the wild-type strain (for transcriptome and proteome), and these log2-fold change values were used for calculation of the correlation coefficient. The first measure was the assessment of pairwise similarity between knockout strains to investigate the effect of different types of data being used (proteome or transcriptome). For this purpose, the pairwise correlation between the strains was calculated using either the transcriptome or proteome data. The second measure was the assessment of the individual knockout strain based on the changes in the transcriptome and proteome in the absence of the respective gene. For this purpose, the correlation for each strain was calculated using the transcriptome to the proteome data. The third measure was the assessment of the individual genes that were measured based on the changes in the transcriptome and proteome in the absence of these 94 knockout strains. For this purpose, the correlation for each measured gene was calculated using the transcriptome or proteome data in these 94 knockout strains. Pearson’s correlation coefficient (R) was calculated using “pairwise-complete-observations” in all three cases.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The proteomics data generated in this study have been deposited in the proteomeXchange database under accession code PXD024332 (genome-wide screen) and PXD024383 (94 gene set). The transcriptomics data generated in this study have been deposited in the GEO database under accession code GSE167543 (94 gene set). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Buccitelli C, Selbach M (2020). mRNAs, proteins and the emerging principles of gene expression control. Nat. Rev. Genet.

[2] Kemmeren P (2014). Large-scale genetic perturbations reveal regulatory networks and an abundance of gene-specific repressors. Cell.

[3] Frejno M (2020). Proteome activity landscapes of tumor cell lines determine drug responses. Nat. Commun..

[4] Müller JB (2020). The proteome landscape of the kingdoms of life. Nature.

[5] Nusinow DP (2020). Quantitative proteomics of the cancer cell line encyclopedia. Cell.

[6] Stefely JA (2016). Mitochondrial protein functions elucidated by multi-omic mass spectrometry profiling. Nat. Biotechnol..

[7] Giaever G (2002). Functional profiling of the Saccharomyces cerevisiae genome. Nature.

[8] Yanagida M (2002). The model unicellular eukaryote, Schizosaccharomyces pombe. Genome Biol..

[9] Rhind N (2011). Comparative functional genomics of the fission yeasts. Science.

[10] Lock A (2019). PomBase 2018: user-driven reimplementation of the fission yeast database provides rapid and intuitive access to diverse, interconnected information. Nucleic Acids Res..

[11] Shetty A (2017). Spt5 plays vital roles in the control of sense and antisense transcription elongation. Mol. Cell.

[12] Finet O (2022). Transcription-wide mapping of dihydrouridine reveals that mRNA dihydrouridylation is required for meiotic chromosome segregation. Mol. Cell.

[13] Booth GT, Wang IX, Cheung VG, Lis JT (2016). Divergence of a conserved elongation factor and transcription regulation in budding and fission yeast. Genome Res.

[14] Schmidt MW, Houseman A, Ivanov AR, Wolf DA (2007). Comparative proteomic and transcriptomic profiling of the fission yeast Schizosaccharomyces pombe. Mol. Syst. Biol..

[15] Carpy A (2014). Absolute proteome and phosphoproteome dynamics during the cell cycle of Schizosaccharomyces pombe (Fission Yeast). Mol. Cell Proteom..

[16] Ryan CJ (2012). Hierarchical modularity and the evolution of genetic interactomes across species. Mol. Cell.

[17] Frost A (2012). Functional repurposing revealed by comparing S. pombe and S. cerevisiae genetic interactions. Cell.

[18] Kim D-U (2010). Analysis of a genome-wide set of gene deletions in the fission yeast Schizosaccharomyces pombe. Nat. Biotechnol..

[19] Thompson A (2003). Tandem mass tags: a novel quantification strategy for comparative analysis of complex protein mixtures by MS/MS. Anal. Chem..

[20] Brenes A, Hukelmann J, Bensaddek D, Lamond AI (2019). Multibatch TMT reveals false positives, batch effects and missing values. Mol. Cell Proteom..

[21] Kustatscher G (2019). Co-regulation map of the human proteome enables identification of protein functions. Nat. Biotechnol..

[22] Szklarczyk D (2019). STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Res..

[23] Wehrens R, Kruisselbrink J (2018). Flexible self-organizing maps in kohonen 3.0. J. Stat. Softw..

[24] Vo TV (2016). A proteome-wide fission yeast interactome reveals network evolution principles from yeasts to human. Cell.

[25] Jassal B (2020). The reactome pathway knowledgebase. Nucleic Acids Res.

[26] Payne SH (2015). The utility of protein and mRNA correlation. Trends Biochem Sci..

[27] Harigaya Y, Parker R (2016). Analysis of the association between codon optimality and mRNA stability in Schizosaccharomyces pombe. BMC Genomics.

[28] Rappsilber J, Mann M, Ishihama Y (2007). Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. Nat. Protoc..

[29] Schmitt ME, Brown TA, Trumpower BL (1990). A rapid and simple method for preparation of RNA from Saccharomyces cerevisiae. Nucleic Acids Res.

[30] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[31] Stacklies W, Redestig H, Scholz M, Walther D, Selbig J (2007). pcaMethods–a bioconductor package providing PCA methods for incomplete data. Bioinformatics.

[32] Zecha J (2019). TMT labeling for the masses: a robust and cost-efficient, in-solution labeling approach. Mol. Cell Proteom..

[33] Al-Sady B, Greenstein RA, El-Samad HJ, Braun S, Madhani HD (2016). Sensitive and quantitative three-color protein imaging in fission yeast using spectrally diverse, recoded fluorescent proteins with experimentally-characterized in vivo maturation kinetics. PLoS One.

[34] Greenstein, R. A. et al. Noncoding RNA-nucleated heterochromatin spreading is intrinsically labile and requires accessory elements for epigenetic stability. *Elife***7**; 10.7554/eLife.32948 (2018).10.7554/eLife.32948PMC607033630020075

# Supplementary material for: Proteome effects of genome-wide single gene perturbations
**Source:** Nat Commun. 2022 Oct 18;13:6153. doi: 10.1038/s41467-022-33814-8
**Supplement:** Supplementary file 1 — Supplementary Information

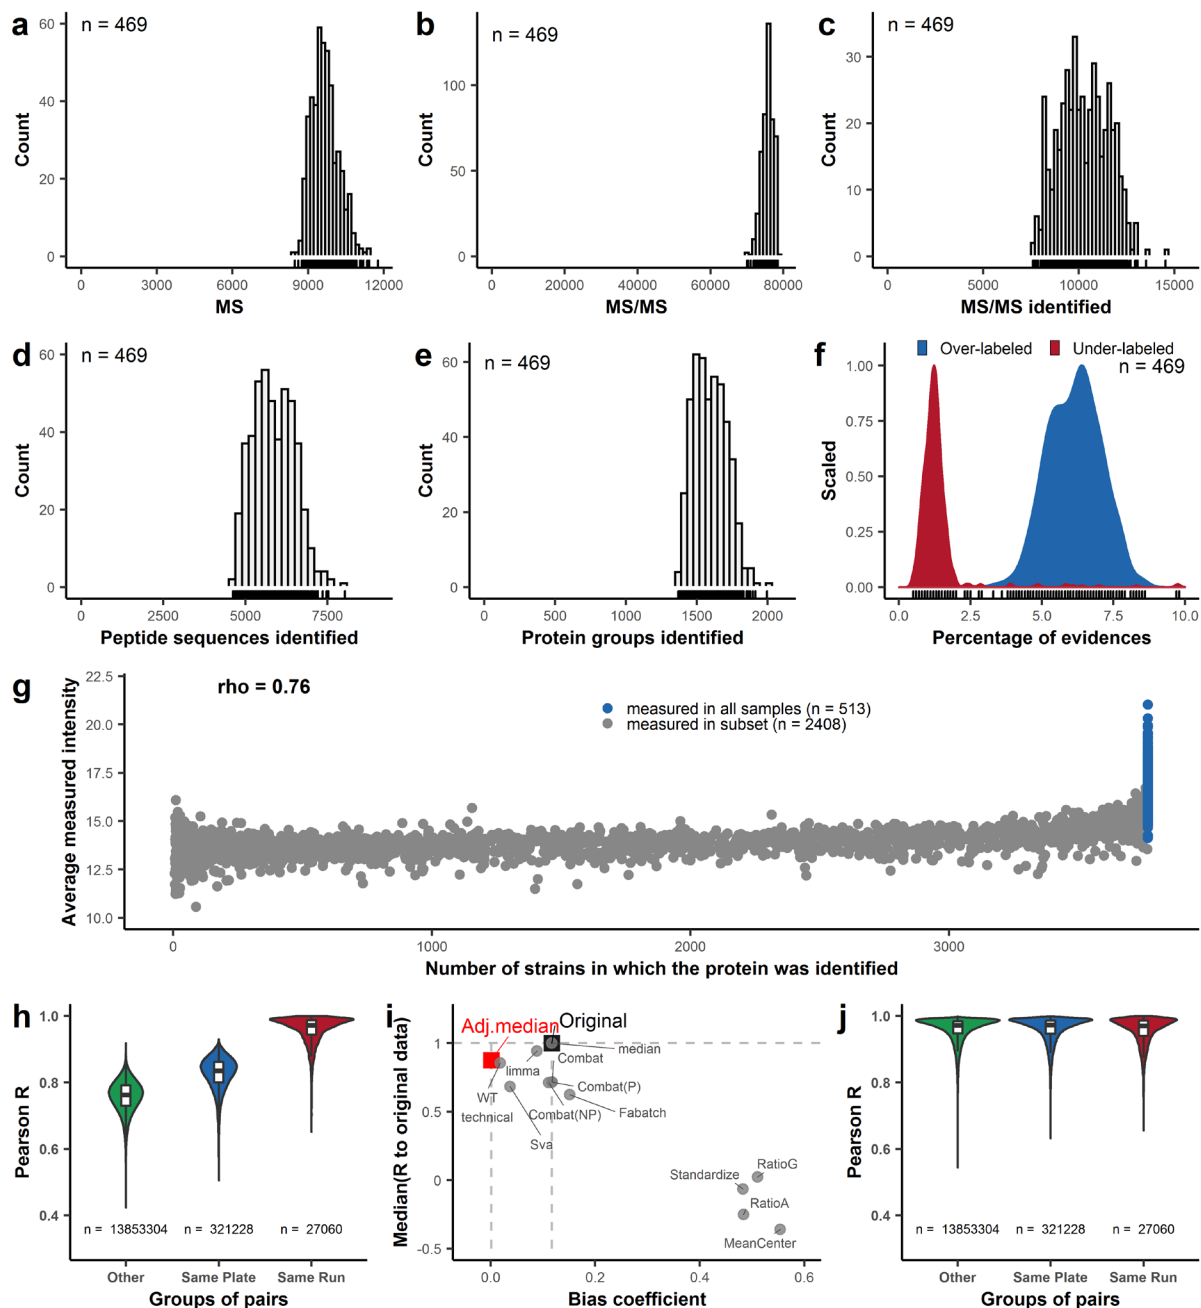

**Supplementary Figure 1: Quality control and normalization of the proteomics data.** **a-e**, Histograms showing high similarity of the 469 mass spectrometry runs by number of acquired MS spectra; number of triggered MS/MS spectra; number of identified MS/MS spectra and the number of identified peptides and protein groups. **f**, Fractions of TMT under-labeled or putative over-labeled peptide evidence for *S. pombe* proteins. **g**, Scatter plot of the number of times a protein group was identified among all samples and the mean of its intensity. Marked in blue are the 513 protein groups, which were measured in all samples and used for assessing data normalization. **h**, Distribution of correlation coefficients between proteomes before normalization, emphasizing the strong tendency of samples from the same run to be most highly correlated. The number of pairs included in each group of pairs is depicted in the plot as n. **i**, Dimensional plot correlating the bias coefficient (the slope of the line fitted to the median of the correlation coefficients) with the similarity to the original data after different normalization methods. Original data (black square) and normalized data after applying the adjusted median normalization method (red square) are highlighted. **j**, The distribution of correlation coefficients between different proteomes after applying adjusted median normalization (see methods) emphasizing strongly minimized observed batch effects. The number of pairs included in each group of pairs are depicted in the plot as n. **h and j**, The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to 1.5\*IQR.

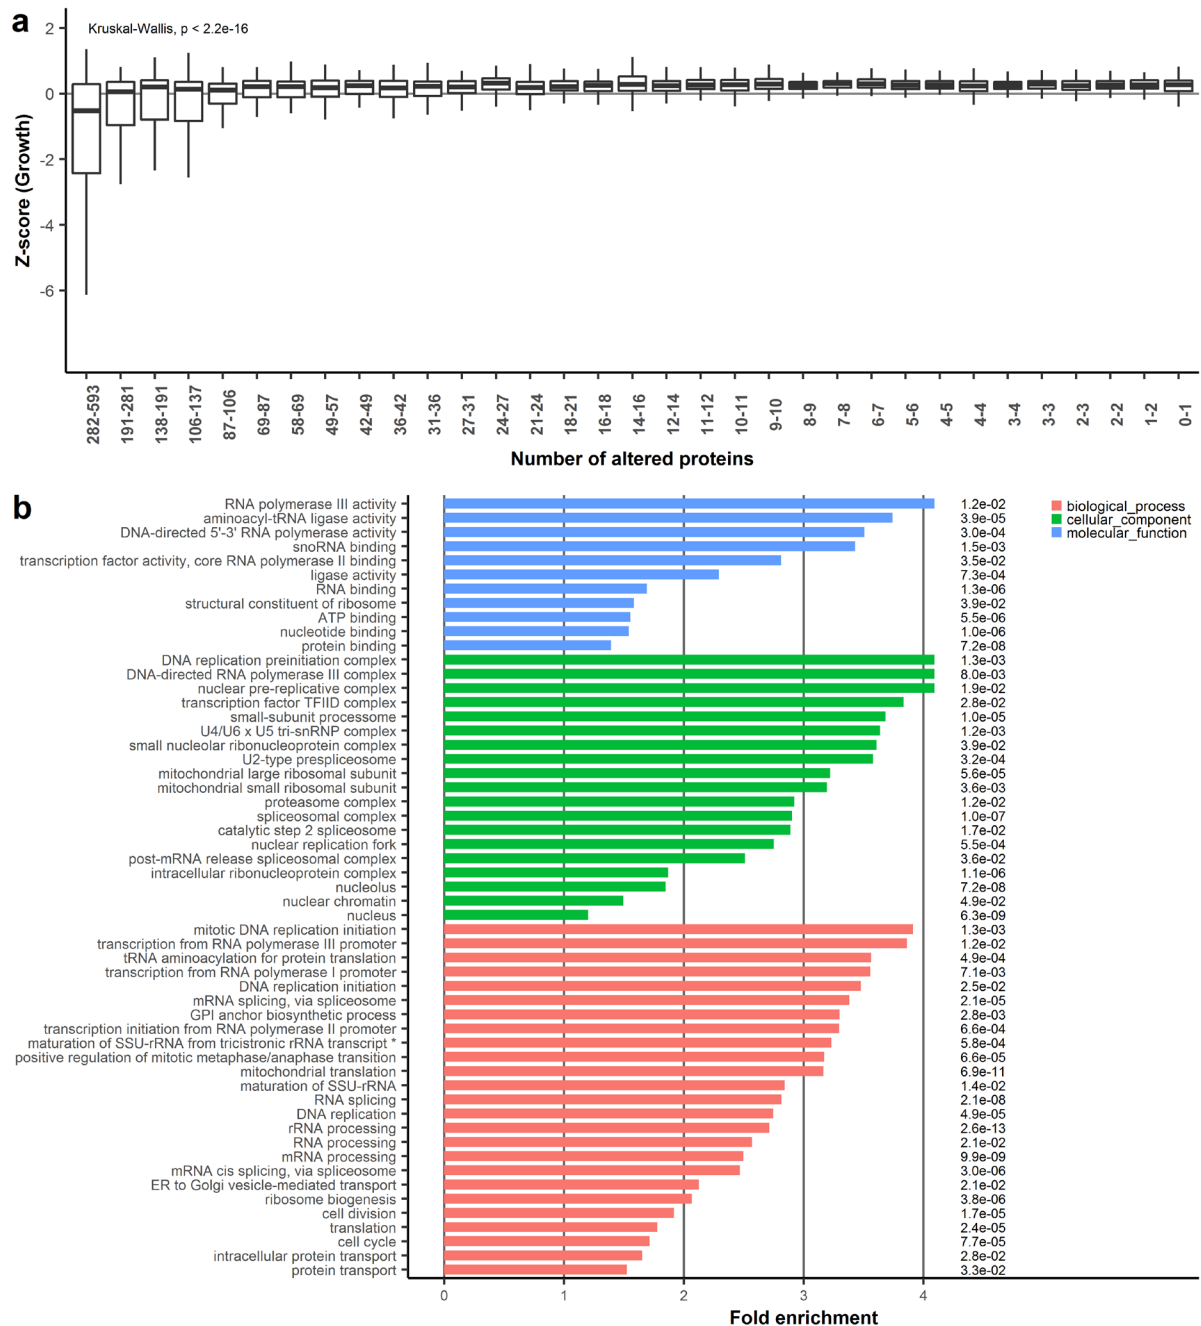

**Supplementary Figure 2: Growth phenotypes and essential genes. a,** Growth behavior of the knockout strains grouped when binned into 33 groups by the number of altered proteins (each bin contains 100 strains). The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to  $1.5 \times \text{IQR}$ . **b,** Functional enrichment analysis of essential genes in *S. pombe*, where permutation based p-values are shown to the right of each bar

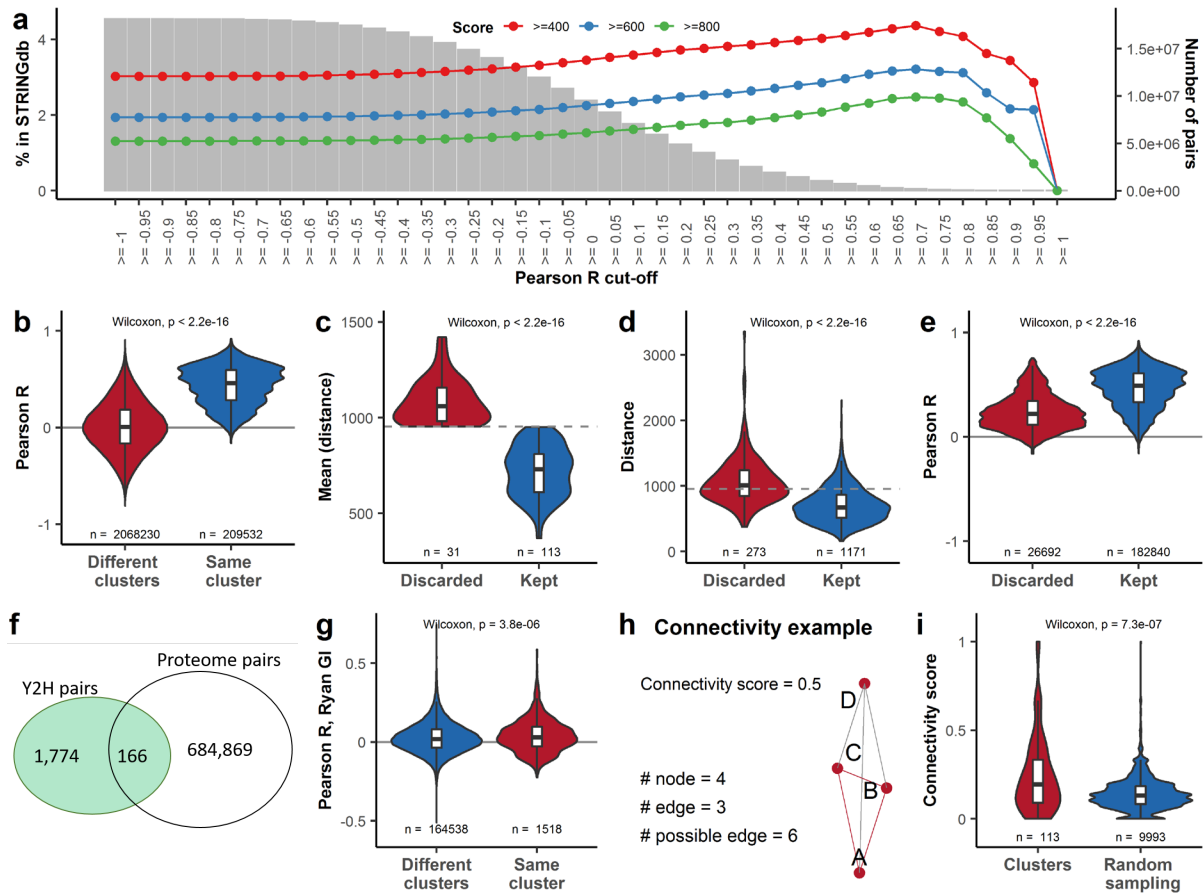

**Supplementary Figure 3: Validation of the supersom clustering for protein co-expression.** **a**, Fraction of protein pairs that correspond to protein-protein interactions in the STRING database by increasing protein co-expression. Pearson correlation coefficient (R) cut-offs are depicted as colored dots. Score thresholds (color of the dots) reflect the STRINGdb combined score. Gray bars represent the number of pairs included in the analysis per Pearson R cut-off (y-axis on the right side). **b**, Distributions of the Pearson R between individual protein pairs based on whether they belong to the same or to different SOM clusters. Overall, proteins were clustered efficiently, resulting in higher correlation coefficients between proteins in the same cluster in comparison to proteins from different clusters. **c**, Distributions of the mean distance to the center of the respective cluster generated by the supersom algorithm. Clusters with a large mean distance ( $>75$  percentile, dashed line) were discarded, resulting in 113 high-confidence clusters. The number of clusters included in each category is depicted in the plot as n. **d**, Difference in the distribution of each individual protein's distance to its cluster center based on whether the cluster was kept or discarded in (**c**). The number of proteins included in each category is depicted in the plot as n. **e**, Distributions of Pearson correlation coefficients for protein pairs from the same supersom cluster according to whether the clusters were kept or discarded. **f**, Venn diagram illustrating the overlap between possible interactions from the retained clusters of the proteome dataset and reported yeast two-hybrid interactions. **g**, Distributions of Pearson correlation coefficients of published genetic interaction data for protein pairs according to whether the pairs belong to the same supersom cluster or not. **h**, Illustration explaining the connectivity score: the four nodes depict proteins, and the three interactions are represented by red edges leading to a connectivity score of 0.5 (3 out of 6 possible interactions). **i**, Distributions of the connectivity scores (percentage of all potential interactions previously annotated for each cluster, scaled from 0-1) based on interactions defined in the STRING database. The 113 high-confidence clusters' "connectivity score" is twice as high as expected when compared to random sampling. The number of clusters included in each category is depicted in the plot as n. **b-e, g and i**, The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to  $1.5 \times \text{IQR}$ . Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%. **b, e and g**, The number of pairs included in each group of pairs is depicted in the plot as n.

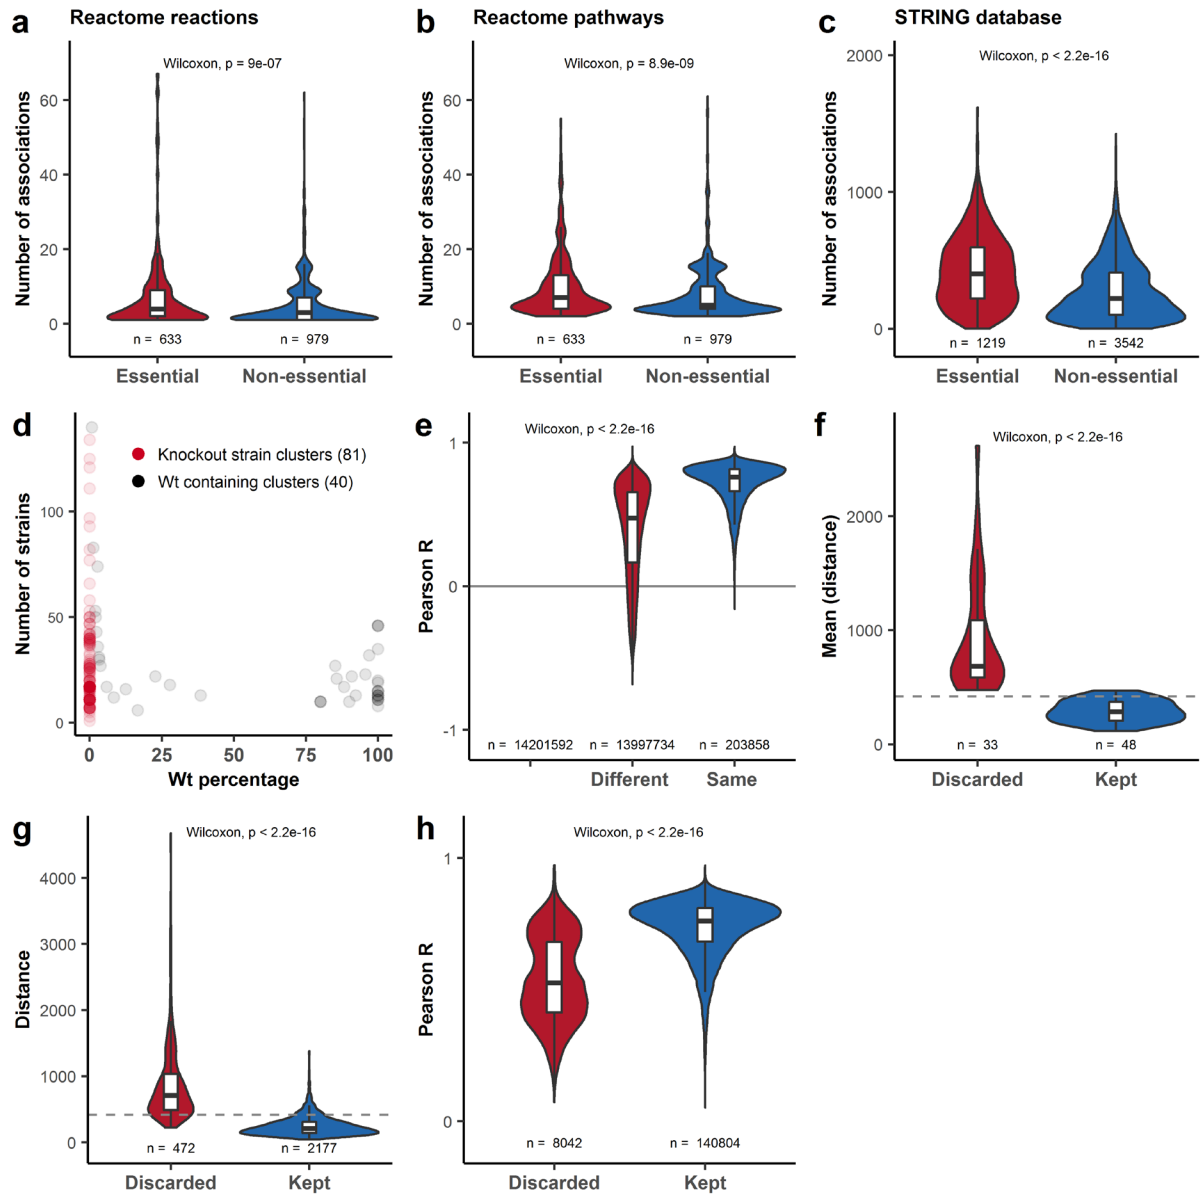

**Supplementary Figure 4: Validation of the supersom clustering for strain similarity.** **a-c**, Number of associations per gene for Reactome reactions, Reactome pathways and STRING database associations for essential and nonessential genes. The number of genes in each category is depicted in the plot by n. **d**, Scatterplot showing the percentage of wild-type strains in the initial 121 supersom clusters. Only clusters without wild-type strains (marked red) were kept for further analysis. **e**, Distributions of pairwise Pearson correlation coefficients for the pairs of strains within the same or across different supersom clusters. The number of pairs included in each group of pairs is depicted in the plot as n. **f**, Distributions of the mean distances to the center of each cluster comparing discarded and kept clusters. Clusters with a large mean difference (>75 percentile, dashed line) were discarded, resulting in 48 high-confidence clusters. The number of clusters included in each category is depicted in the plot as n. **g**, Violin and box plot showing the distribution of the distance of individual strains to their cluster center comparing discarded and kept clusters. The number of strains included in each category is depicted in the plot as n. **h**, Distributions of Pearson correlation coefficients for pairs of strains from discarded and kept supersom clusters. The number of pairs included in each group of pairs is depicted in the plot as n. **a-c and e-h**, The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to  $1.5 \times \text{IQR}$ . Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%.

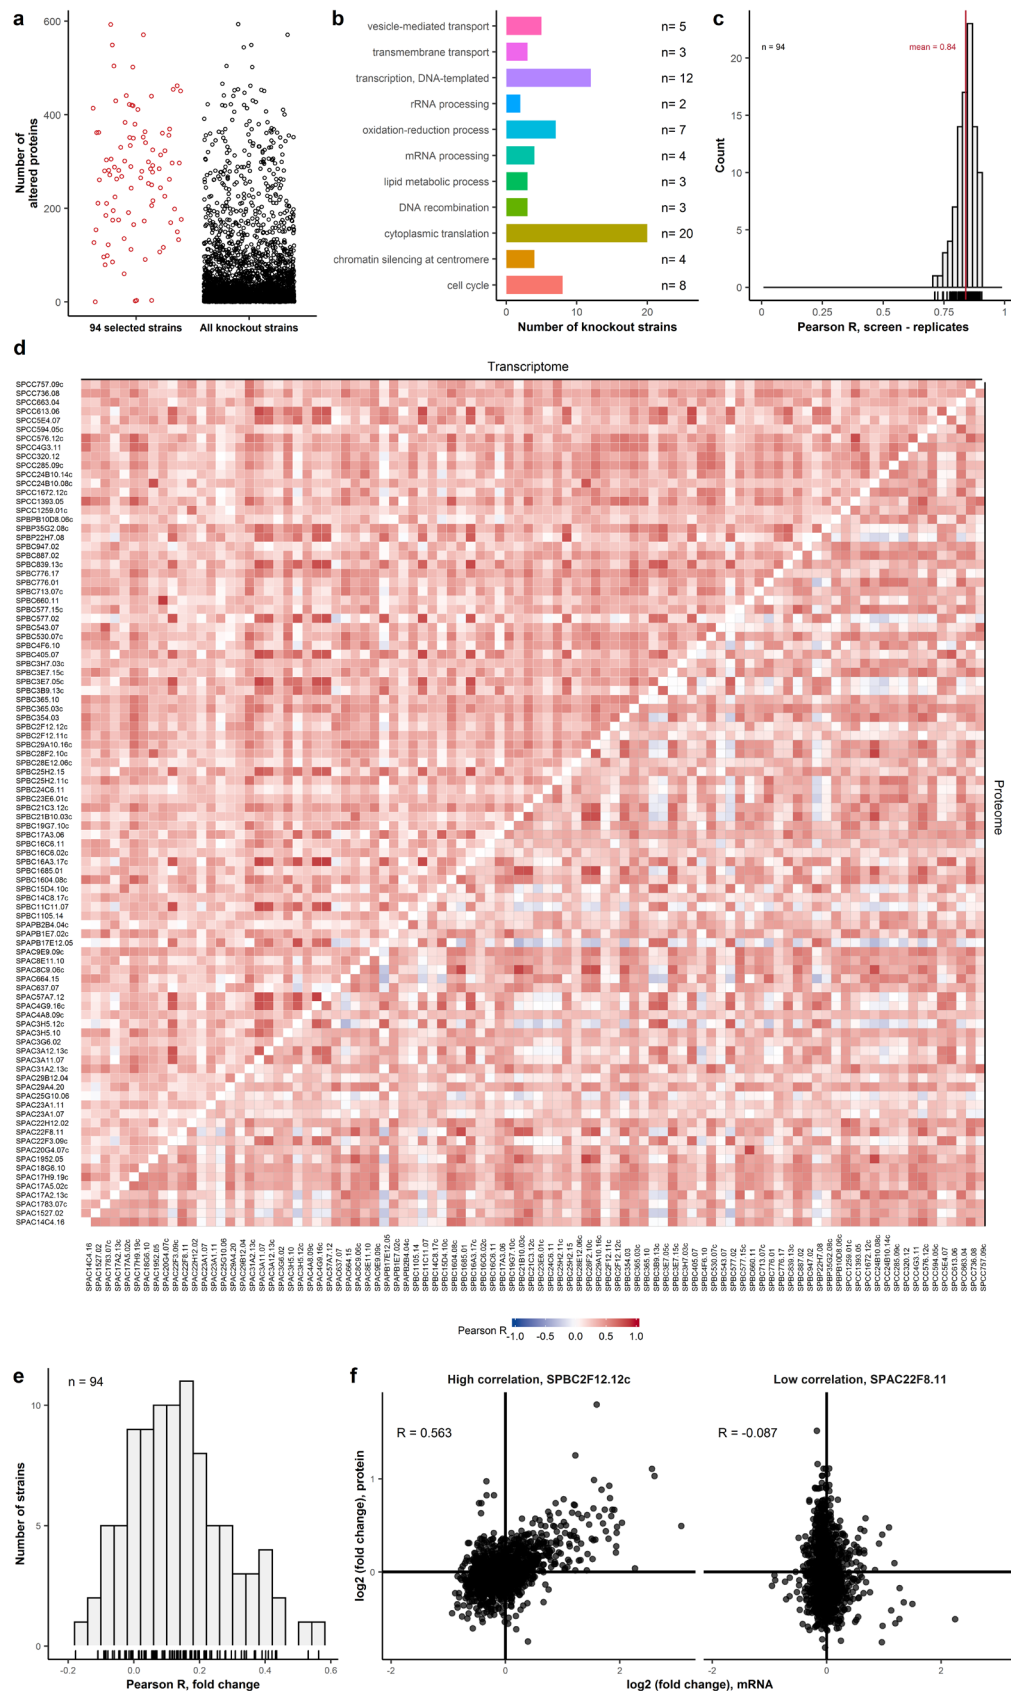

**Supplementary Figure 5: Analyzing the replicate proteomes of 94 selected knockout strains.** **a**, Dotplots showing the number of altered proteins from the library-wide screen of the 94 selected knockout strains and of all knockout strains. **b**, Gene ontology annotations of the selected knockout strains for paired transcriptome and proteome measurement. **c**, Histogram depicting the distribution of Pearson correlation coefficients for comparison between initial quantitation in the library screen and the re-measurement in quadruplicates for each of the 94 strains. **d**, Heatmap of Pearson correlation coefficients between pairs of strains at the proteome level (bottom-right) and at the transcriptome level (top-left). **e**, Histogram showing the distribution of the Pearson correlation coefficients between mRNA and protein expression for each individual knockout strain. **f**, Scatter plots for two examples, one knockout showing high (left panel) and the other low (right panel) correlation of transcript-protein abundance changes when compared to wild-type. Blue lines show linear fitting of the data with the 95% confidence interval in grey shade.

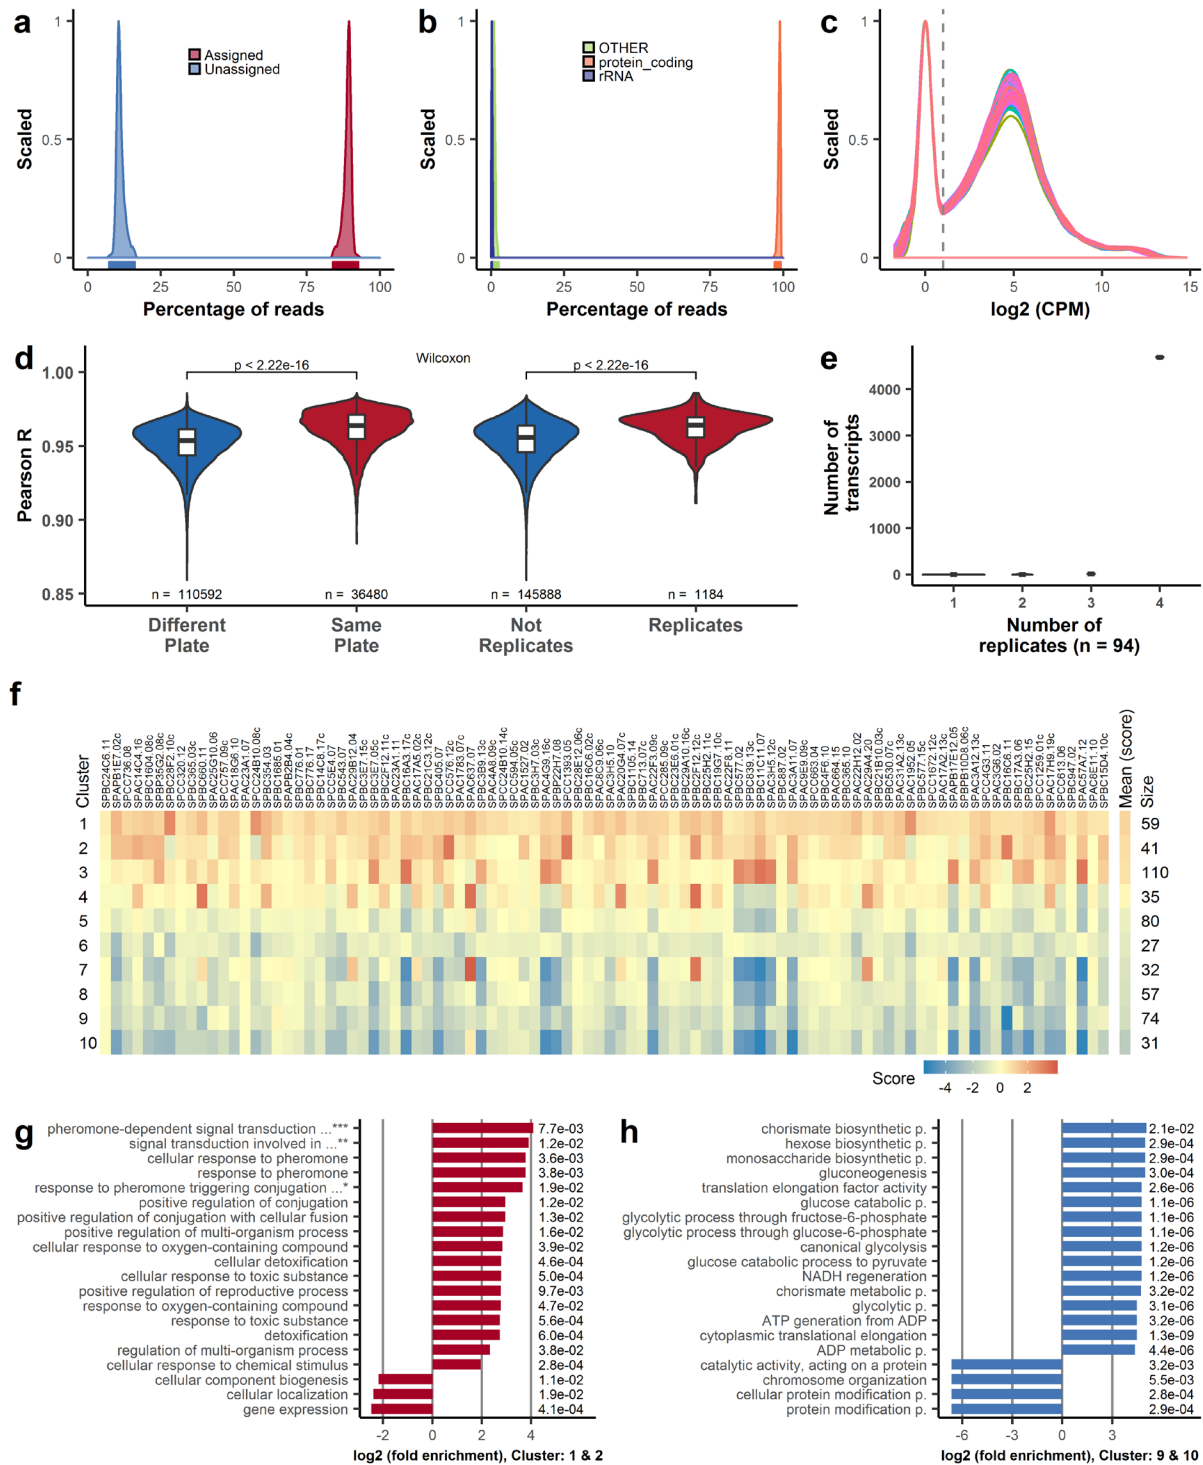

**Supplementary Figure 6: Analyzing the replicate transcriptomes of 94 selected knockout strains.** **a**, Scaled density plots showing the distributions of the uniquely assigned (red) and unassigned (blue) read in percentages. **b**, Distribution of the reads per gene type (protein-coding in orange, ribosomal RNA in dark blue and all others combined in light green). **c**, Scaled density plot showing the distributions of the log<sub>2</sub>-transformed counts per million (CPM) of the transcripts in each sample, n=384; the vertical dashed line indicates the filtering threshold. **d**, Distributions of Pearson correlation coefficients for pairs of strains grown in the same plate or biological replicates of a knockout strain. The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to 1.5\*IQR. Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%. The number of pairs included in each group of pairs is depicted in the plot as n. **e**, Distribution of the number of identified transcripts across the replicates. **f**, Heatmap of k-means clustered genes differentially regulated in at least 6 of the 94 strains to characterize changes at the transcript level. Score represents the mean differential regulation score of the genes of each group (score is -log<sub>10</sub>(p-value) multiplied by the sign of the fold change), ordered by average score. **g** and **h**, The top 20 biological process and molecular function gene ontology terms (by absolute log<sub>2</sub> fold change) enriched in (i), mostly upregulated transcripts (clusters 1 and 2) and (ii), mostly downregulated transcripts (clusters 9 and 10). Gene set enrichment p-values and fold enrichments were calculated using Fisher's exact test.

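Pearson's R of log2 CPM was computed for all pairs of libraries across the transcripts measured in both, with each pair counted once and the 2 wild-type libraries of unknown plate left out of the comparison of plates. Pairs on the same plate had a median R of 0.962 (quartiles 0.953 and 0.969, 18050 pairs) and pairs on different plates a median of 0.954 (quartiles 0.945 and 0.961, 54721 pairs). The mean R was higher by 0.0084 on the same plate (permutation of the plates within each strain, two-sided p = 1.0e-05, the smallest that 100000 resamples can give). Replicates of a strain had a median R of 0.964 (592 pairs) and other pairs 0.956 (72944 pairs). After subtraction of each gene's mean over all libraries, the medians were 0.144 for the same plate, -0.0547 for different plates, 0.158 for replicates and -0.0191 for other pairs. Pairs of different strains on different plates had a median of -0.0562 after this subtraction. With a pseudocount of 1 in place of the floor, the medians were 0.965 for the same plate and 0.957 for different plates.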

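The median knockout strain had all 4 values for 5395 transcripts. At the thresholds of 0.6 on the log2 scale and p of 0.005, 3252 transcripts were altered in at least 1 of the 94 strains and 1082 in at least 6 strains. Of these 1082 transcripts, 658 were higher in more strains than they were lower, 418 were lower in more strains and 6 were balanced, while 22 were higher in at least 6 strains and lower in at least 6 others. Using only the wild-type libraries of well A2, the alternative that moved the count most, 657 transcripts were altered in at least 6 strains. *eno101* (SPBC1815.01, chromosome II, 2201159 to 2202652), the transcript altered in the largest number of strains, was lower in 55 strains and higher in 0, with a median log2 fold change of -0.73 over the strains and 10749 ± 2046 CPM (SD, n = 8) in wild type. Next among the lower ones were *oga1* in 40 strains, *mae2* in 39, the antisense transcript of *cph1* in 35 and *pho1* in 32. Most often higher was *omt3* (chromosome I, 4516070 to 4517070), in 42 strains, with a median log2 fold change of 1.14 and 3.54 ± 2.05 CPM (SD, n = 8) in wild type. It was followed by *gst2* in 37 strains and by 3 noncoding transcripts, on chromosome I from 3584979 to 3586233 in 37 strains, on chromosome II from 4059411 to 4059962 in 36 and on chromosome III from 1859963 to 1860577 in 36. *gst2* was also lower in 6 strains, the antisense transcript of *cph1* higher in 9 and *pho1* higher in 10. Without replicate 3 of the knockout strains, *oga1* was lower in 64 strains and the noncoding transcript of chromosome II higher in 19, and with the plate as a replicate block the latter was higher in 12, against 21 in the same libraries without the block. All strains share the 8 wild-type libraries, so that a chance deviation of these libraries enters every strain. With the wild-type libraries of well A2 only, *eno101* was lower in 27 strains, *oga1* in 10, the antisense transcript of *cph1* in 14 and *pho1* in 19, while *omt3* was higher in 27, *gst2* in 20, the noncoding transcript of chromosome I in 15 and that of chromosome III in 18. A pseudocount of 0.25 left *omt3* higher in 22 strains, and at the adjusted p *eno101* was lower in 33. The levels of *eno101*, *oga1*, *mae2* and *pho1* rest on values whose decimal point was placed by the other libraries of the strain, and without such values none of these genes could be tested. The antisense transcript of *cph1* and the 3 noncoding transcripts overlap other genes, so that their reads are uncertain.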

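For gene lists fixed in advance, the mean log2(CPM + 1) of a list was compared between the 4 libraries of each strain and the 8 wild-type libraries by exact permutation tests (two-sided, Benjamini-Hochberg adjustment over the 94 strains). The genes were listed before the data were examined, but the categories came from the enriched terms of panels g and h. Those terms were found in these same libraries, so the lists are no independent test of them. The 22 pheromone response genes had a mean of 3.15 ± 0.14 (SD, n = 8) in wild type and were higher in 84 strains, with a median difference of 0.18. In 24 strains they were higher at an adjusted p below 0.05 and in 0 lower, with 38 strains at an unadjusted p below 0.05. The difference was 1.64 in the libraries labelled *gcn5*Δ, the highest of the 94 strains, and 1.10 in those labelled *ada2*Δ (exact permutation test, adjusted p = 0.0105 for each). Of the 22 genes, 10 were altered upward in at least 6 strains and 2 downward. Without replicate 1 of the knockout strains, 15 strains passed. The 12 glycolysis genes had a mean of 11.91 ± 0.16 (SD, n = 8) in wild type and were lower in 94 of 94 strains, with a median difference of -0.38 and a range from -1.42 in *rpl1801*Δ to -0.01 in the libraries labelled *sft2*Δ. They were lower in 76 strains at an adjusted p below 0.05, in 49 strains without replicate 4, and 11 of the 12 genes were altered downward in at least 6 strains. The 7 translation elongation genes, several of which are near-identical copies, had a mean of 11.61 ± 0.25 (SD, n = 8) in wild type and were lower in 90 strains, with a median difference of -0.33, and 6 of the 7 were altered downward in at least 6 strains. At an adjusted p below 0.05 they were lower in 23 strains and higher in 0, with 37 strains at an unadjusted p below 0.05. This count rests on single replicates. It was 0 without replicate 1 or without replicate 2, with 27 and 25 strains at an unadjusted p below 0.05, 47 without replicate 3, 12 without replicate 4, and 13 without the wild-type library of well A1 on plate 1 or on plate 2. Against the 4 wild-type libraries of well A1 or of well A2, no strain passed for any list. The smallest exact p of 4 against 4 is 0.0286, which passes the adjustment only where at least 54 strains reach it, and with A1 and A2 an unadjusted p below 0.05 was found in 19 and 19 strains for the pheromone response genes, 46 and 35 for the glycolysis genes and 20 and 14 for the elongation genes. In an exact permutation within plates, with the plate as a replicate block, 25, 81 and 51 strains in this order had an unadjusted p below 0.05. The smallest p of this test is 0.0278, which passes the adjustment only where at least 53 strains reach it, so that 0, 81 and 0 strains passed and the counts of 0 do not show a weaker difference. The same libraries without the block gave 18, 55 and 0, with 27, 63 and 39 at an unadjusted p below 0.05. The strains share the wild-type libraries, so their differences are not independent. Without the values that were whole reads at several positions of the decimal point, 10 of the glycolysis genes, 5 of the elongation genes and 3 of the pheromone response genes had no value.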

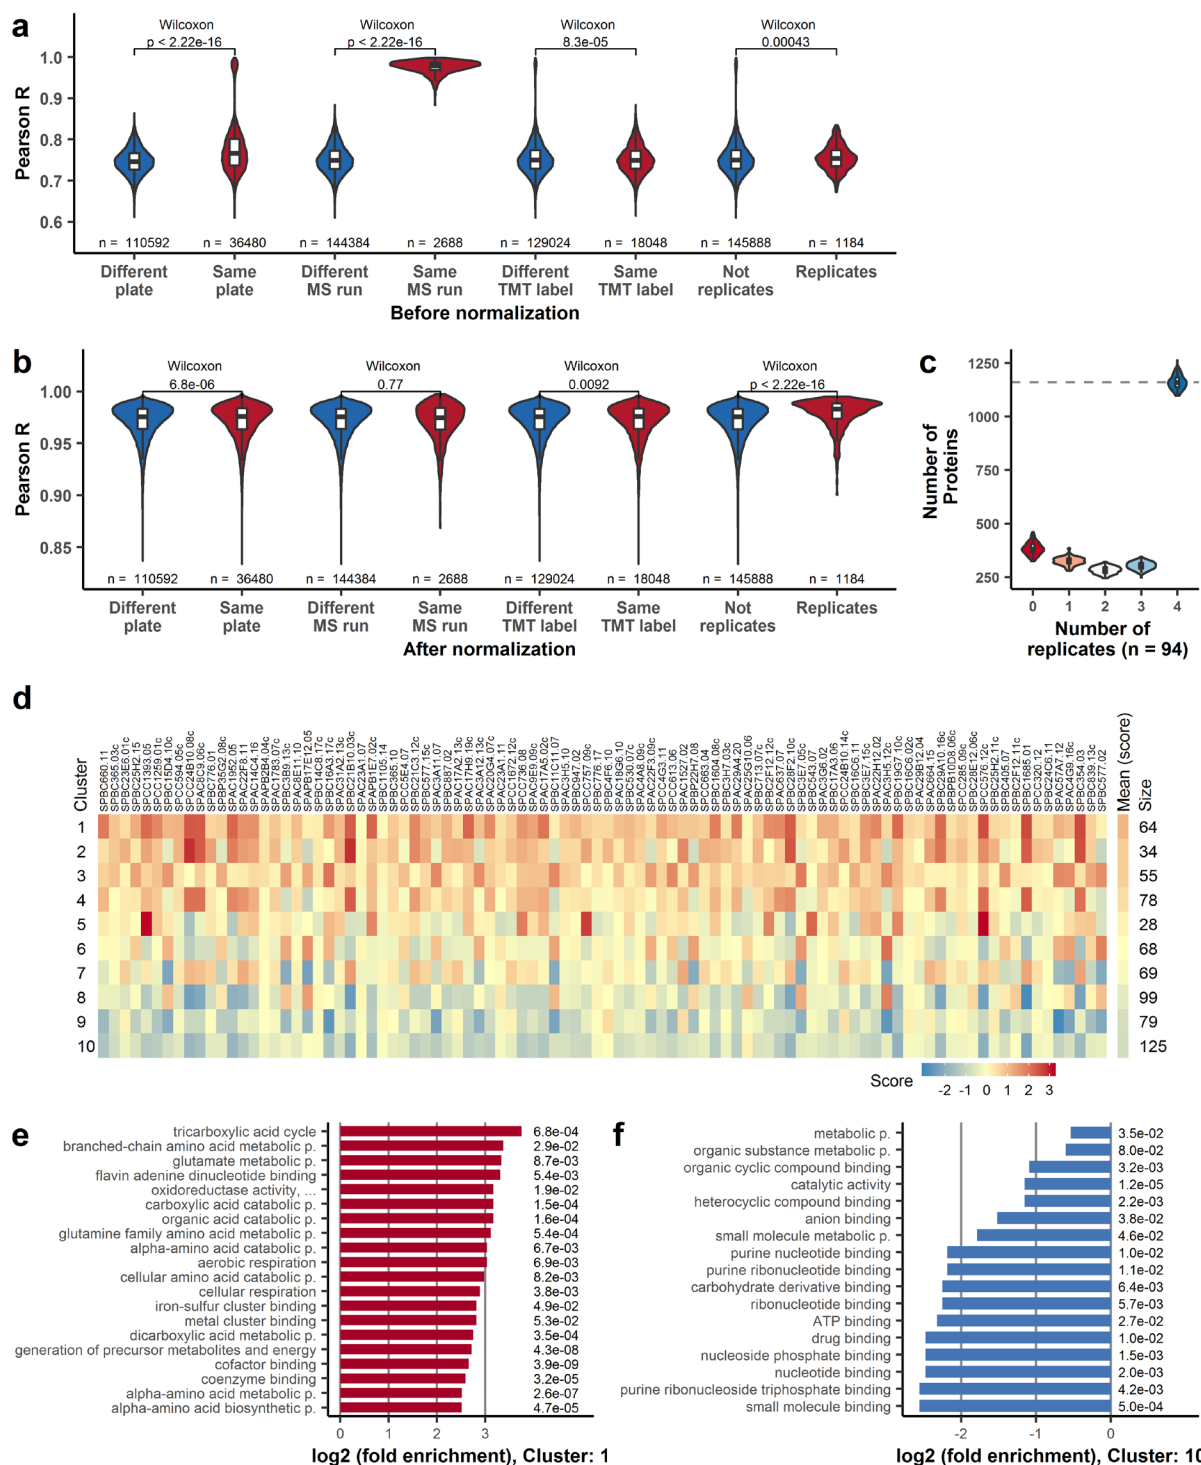

**Supplementary Figure 7: Analyzing the proteome of 94 selected knockout strains.** **a-b**, Distributions of Pearson's correlation coefficients calculated from protein expression values between the strains (**a**) before and (**b**) after using adjusted median normalization. Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%. **c**, Distribution of the number of identified proteins across the replicates. **d**, Heatmap of sorted k-means protein clusters from proteins measured in at least 64 of the 94 strains to characterize changes at the protein level when differentially regulated in at least 9 strains. Score represents the mean differential regulation score of the proteins of each group (score is  $-\log_{10}(\text{p-value})$  multiplied by the sign of the fold change), ordered by average score. **e and f**, The top 20 biological process and molecular function gene ontology terms (by absolute  $\log_2$  fold change) enriched in (**e**), mostly upregulated proteins (cluster 1) and (**f**), mostly downregulated proteins (cluster 10). Gene set enrichment p-values and fold enrichments were calculated using Fisher's exact test. **a-c**, The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to  $1.5 \times \text{IQR}$ .

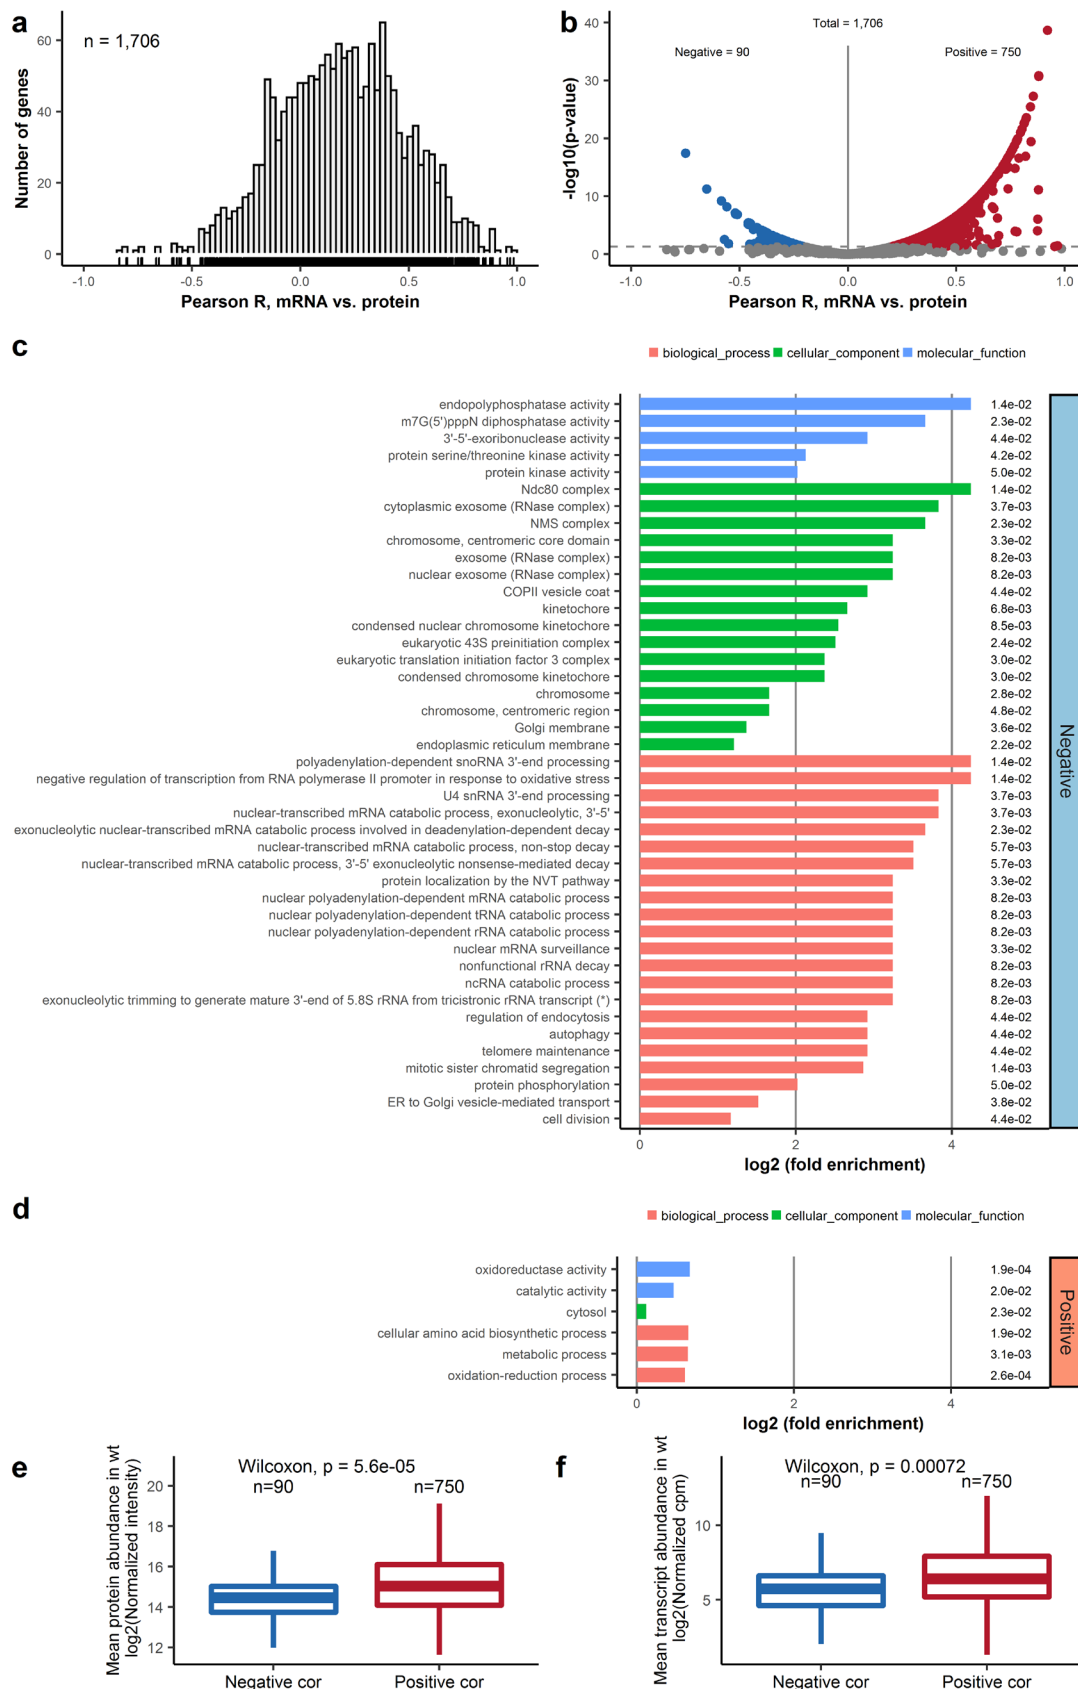

**Supplementary Figure 8: Assessing post-transcriptional gene regulation by transcriptome/proteome correlation.** **a**, Histogram showing the distribution of the Pearson correlation coefficients between fold changes of transcript and protein for individual genes (n=1,706). **b**, Volcano plot showing the Pearson correlation coefficients between fold changes of transcript and protein of individual genes (n=1,706) including the respective p-values. Red and blue dots depict statistically significant correlations ( $p < 0.05$ ). **c and d**, Enriched gene ontology terms in the subgroup of genes exhibiting statistically significant negative (**c**) and positive (**d**) Pearson correlations for transcript and protein expression levels. Gene set enrichment p-values and fold enrichments were calculated using Fisher's exact test. **e and f**, Boxplots depict the distribution of the mean protein (**e**) and transcript (**f**) abundance of the negatively and positively correlated set of genes. The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to 1.5\*IQR. Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%. The number of genes included in each category is depicted in the plot as n.

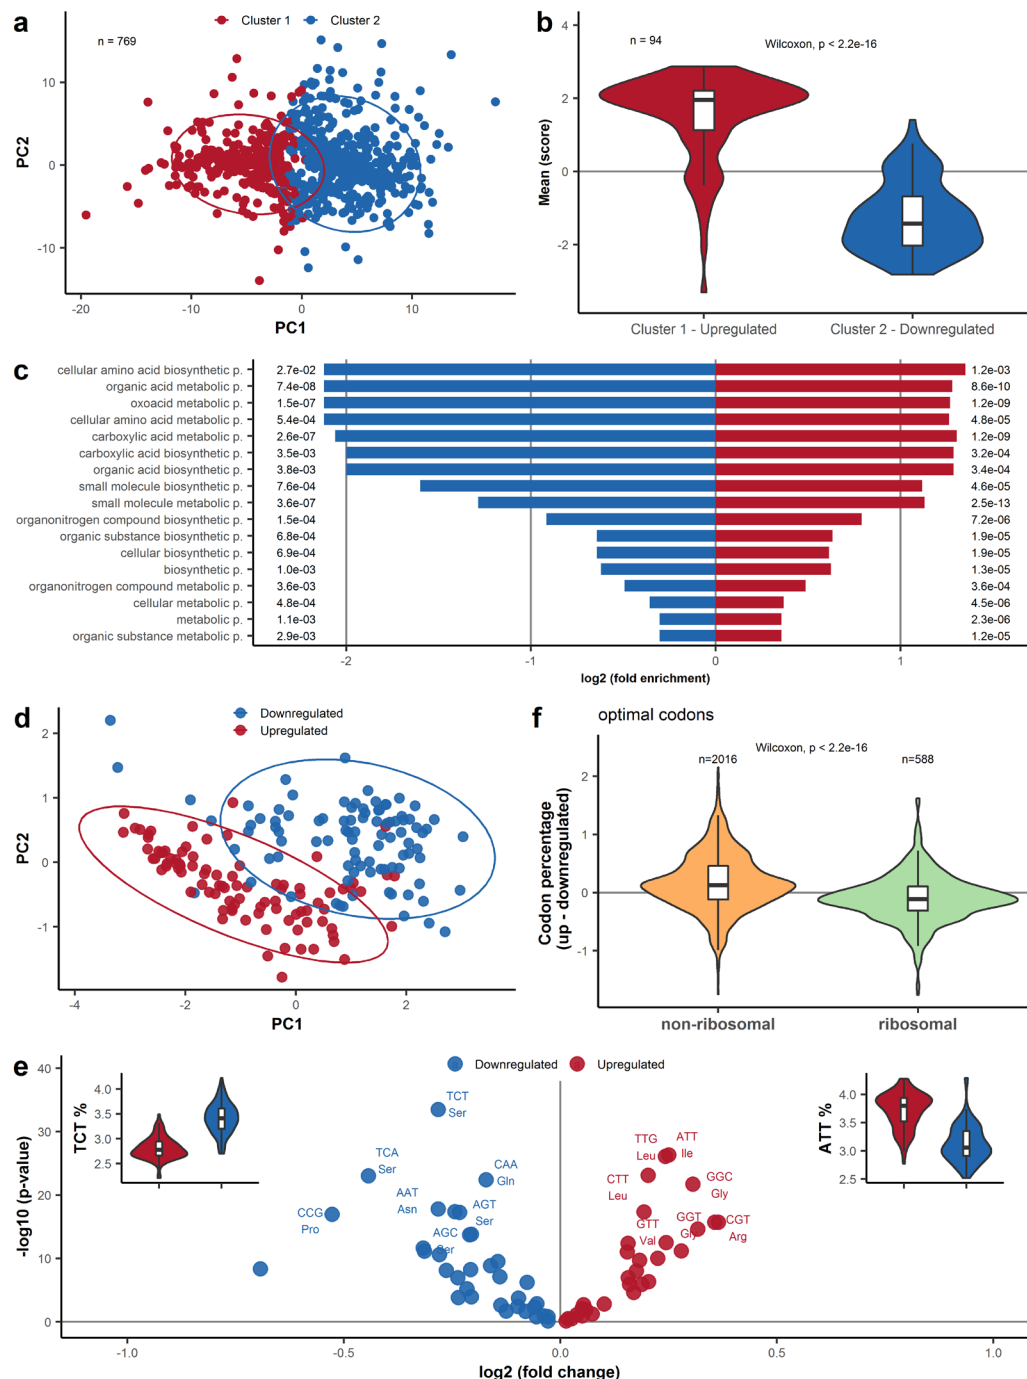

**Supplementary Figure 9: Assessing post-transcriptional gene regulation by focusing on genes regulated at the protein level identifies unique codon usage signals.** **a**, Principal component plot showing two clusters of genes based on their regulation similarity at the protein level (genes without mRNA abundance changes) as determined by PAM clustering. The 769 individual dots are colored red or blue based on whether they belong to cluster 1 or 2, respectively. These sets are also emphasized with concentration ellipses depicting normal probability. **b**, Mean differential regulation score ( $-\log_{10}(\text{p-value of differential regulation})$  multiplied by the sign of the fold change) for the clusters of genes shown in (a) for each of the 94 strains. **c**, Common biological process gene ontology terms significantly enriched in generally up- or downregulated genes in the 94 knockout strains (from a and b). Gene set enrichment p-values and fold enrichments were calculated using Fisher's exact test. **d**, Principal component analysis of the 94 knockout strains based on the codon percentages of the genes up- or downregulated at the protein level (genes without mRNA abundance changes). Individual dots are colored in red or blue according to whether they belong to the up- or downregulated gene set as depicted in a and b, respectively. These sets are also emphasized with concentration ellipses depicting normal probability. **e**, Volcano plot of differences in the usage percentage of all 64 codons in the groups of up- or downregulated proteins (genes without mRNA abundance changes) in the 94 knockout strains. Codons enriched in up- or downregulated groups of proteins are depicted in red and blue, respectively. Statistical significance was determined by using two-sided unpaired-samples Student's t-test with a CI of 95%. Violin and boxplots showing the distributions of the two most significantly differentially used codons across the up- and downregulated groups of proteins are inlaid in the graph for illustration. **f**, Distributions of the differences in the percentage of optimal codons between the up- and downregulated genes for ribosomal and non-ribosomal gene knockout strains. The number of strains included in each category is depicted in the plot as n. **b, e and f**, The interquartile range (IQR) is depicted by the box with the median represented by the center line. Whiskers maximally extend to  $1.5 \times \text{IQR}$ . **b and f**, Statistical significance was determined by using two-sided unpaired-samples Wilcoxon rank sum test with a CI of 95%.

# Supplementary material for: Proteome effects of genome-wide single gene perturbations
**Source:** Nat Commun. 2022 Oct 18;13:6153. doi: 10.1038/s41467-022-33814-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Thermo Xcalibur 3.1

Data analysis R (3.5.1), NGSpipe2GO with the following modules: FastQC (0.11.8), STAR (2.6.1b), SAMtools (1.5), HTSeq (0.9.0), Subread (1.6.2), BEDTools (2.27.1), Picard (2.17.6), RSeQC (3.0.0), Qualimap (2.2.1), KentUtils (v365), rMATS (4.0.2), FastQScreen (0.12.2), deepTools (3.1.0), BamUtil (1.0.13), and STAR-Fusion (0.8.0), MaxQuant (1.6.1.0), custom algorithms are all deposited in a dedicated github repository <https://github.com/m89ozturk/SpombeDeletionLibraryPaper.git>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The proteomics data generated in this study have been deposited in the proteomeXchange database under accession code PXD024332 (genome-wide screen) [<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX024332>] and PXD024383 (94 gene set) [<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX024383>]. The transcriptomics data generated in this study have been deposited in the GEO database under accession code GSE167543 (94 gene set) [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167543>].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | n=1 for the library determined by do-ability for such a large scale screen. For the 94 strain quantitation quadruplicates were measured for transcriptome and proteome.                                                                     |
| Data exclusions | A minimum coverage threshold was set to 1,250 protein groups measured per strain. If not reached, samples were remeasured and the previous measurement excluded.                                                                            |
| Replication     | 94 strains were remeasured in quadruplicates on the proteome. Correlations between these replicates and to the library measurement were calculated. Replicates show good correlations of protein expression values (Pearson's R 0.7 - 0.9). |
| Randomization   | Samples were systematically processed within their 96 plates. However, randomization was predetermined by the provided library where strains had random array positions.                                                                    |
| Blinding        | The individual gene knockout was blinded as during the experimental stage the gene names were not known and only upon data analysis, the plate positional information were used to identify the knockout strains.                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------|
| Cell line source(s)                                                  | S.pombe knockout library (Bioneer, version M-3030H) |
| Authentication                                                       | commercially provided library                       |
| Mycoplasma contamination                                             | not applicable for yeast                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | not applicable                                      |

How the deposited data were processed for this re-analysis (not part of the article)

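The transcriptomes of 94 *S. pombe* knockout strains and of wild type were measured by 3′-end mRNA sequencing in 384 libraries, with 4 libraries of each strain and 8 of wild type. The authors sequenced the libraries, assigned the reads to samples, aligned them with STAR (2.6.1b) to the genome ASM294v2 with the gene model ASM294v2.40, counted reads on genes within the NGSpipe2go pipeline, and computed CPM in place of RPKM. The paper lists both HTSeq and Subread among the tools and does not state which counted the reads, or whether the counting used the strand. The proteomes were not analysed here.

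The deposited table holds 7259 genes, and 6846 of them matched the gene reference by their identifier, 5106 of these as protein-coding. The reference was used for names and gene types, and coordinates are those of the deposited table. The labels describe the wild-type libraries as knockouts in a field, but they were used as wild type, since the number of replicate pairs in Supplementary Fig. 6d requires 8 wild-type libraries in 1 group. The replicate number was taken as the plate, as Supplementary Fig. 6d groups the libraries, and 2 wild-type libraries of well A2 that both carry replicate number 2 left the comparisons that need the plate. Libraries of the same plate deviated together from the means of their groups, with a median correlation of 0.274 across 4593 transcripts against -0.100 for libraries of different plates, and 88.3% of the same-plate pairs were above 0.1.

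The values deposited by the authors were CPM that had lost the decimal point wherever they were 1 or more, so their unit is given as other, and the original CPM were computed from them first. In each library every value is a whole multiple of the CPM of 1 read, which the values under 1 give. Of the 2787456 values, 486431 were 0, 103541 were intact and 2197484 had no decimal point. Each of these became a whole number of reads at 1 or more positions of the decimal point, and 0 values remained unresolved. For the 291950 values with several such positions, the position was chosen by its distance from the median of the other libraries of the same strain, with a spread of 0.8 on the log2 scale, and by the smaller frequency of larger values, which must end in a zero. For 2971 values another position was less than 10 times less probable, and 685 values were placed differently when the strain was disregarded. The rule for these values was revised after restored values had been seen. It was chosen by its errors on simulated libraries and on values with a single possible position, and not by the results. The revision changed the outcome of the test of adjacent wells, which passed 0.05 under the first version of the rule and did not afterwards. On 48 simulated libraries with 348432 values, 30 values, or 0.0086%, were restored wrongly.

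Reads on genes ranged from 1337359 to 2659644 per library with a median of 1652256. A count of 0 allows 3 reads, or between 0.893 and 2.54 CPM, and such limits cover counting error only. The libraries carry the authors' scaling, between 0.768 and 1.450 relative to the reads on genes. Values under 1.006722 CPM, the cutoff printed in the paper, were removed. A transcript was kept with at least 75% of its values, which is 3 of 4 in a strain and 6 of 8 in wild type. The paper imputes the fourth value by Bayesian PCA where 3 were measured, and no value was imputed here. In the table, 649 genes had 0 reads in every library.

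Each strain was compared with wild type in a separate fit on log2 CPM with limma (3.58.1) in R (4.3.3), since 4 libraries give a poor estimate of the variance. The paper's text gives thresholds for transcripts and names no test for them. A transcript was called altered at a log2 fold change of at least 0.6 in size and p of at most 0.005, as in the paper, and the number at a Benjamini-Hochberg adjusted p below 0.05 is given beside it. The fit was tested on simulated data in 20 comparisons of 4 with 8 libraries with 200 changed genes each, in which 93.8% of the changed genes were recovered, or 90.7% at the adjusted p, and 100.0% of those had the right sign. Only changes well above the fold change threshold, in genes well above the floor, were simulated. Genes varied independently and without a plate effect, so these shares do not hold for smaller changes or transcripts near the floor.

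Single genes and gene lists were compared by exact permutation tests over the 495 splits of 4 against 8 libraries, and plates, wells and neighbouring genes by permutation tests with 100000 resamples. Correlations between strains were set against 20 simulated data sets of unchanged strains that share the wild-type libraries, and against 20 in which the strains of a pair have separate wild-type sets. The lists of pheromone response, glycolysis and translation elongation genes, the tests, the rule for the named transcripts and most alternatives were fixed before the data were examined. The categories of the lists came from enriched terms that the paper reports for the same libraries, so the lists do not test them independently. The text names the deleted genes and strains named by the paper, the strains with most and fewest altered transcripts, the 5 genes altered upward and the 5 altered downward in the largest number of strains, the 3 transcripts with the smallest p in each of the 5 named strains and in the strain with most altered transcripts, the deleted gene aside, and strains whose deleted gene was not lower. The gene *dbr1* and the strain pairs were singled out after their values were seen.

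The alternatives were another floor on the log2 scale, pseudocounts of 1 and 0.25, no filter, centring of each library on its median, the plate as a replicate block, 1 fit over all 384 libraries, the adjusted p, unmoderated variance, the wild-type libraries of well A1 or A2 only, leaving out each replicate or wild-type library, separate wild-type sets, values relative to the mean of the strains, and Spearman's rho. Alternatives added after seeing the data were limma's voom on the restored reads, the ambiguous values left out or placed without regard to the strain, the fit without the block on the libraries of known plate, the plate as a replicate block for the gene lists (an exact permutation within plates, over the 36 choices of 1 library of each plate) and the same libraries without it, protein-coding genes only, and transcripts kept in every strain. Other computations used Python (3.11.15) with numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1).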

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

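The tests on deleted genes that were not lower were chosen after these values were seen.

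Among 115 groups of libraries, 6 held a library far from the others, and chance gives about 5.8. The gap to the nearest other library, as a share of the whole range on the log2(CPM + 1) scale, was 0.849 for *rpl501* in replicate 3 of its own strain (651 CPM, the others at most 241), 0.942 for *cdt2* in replicate 1 (2.05 CPM, the others 0.498 to 0.560) and 0.909 for *lac1* in replicate 1 (32.0 CPM, the others 114 to 130). It was 0.829 for SPBC25H2.15 in replicate 3 (14.1 CPM, the others 4.98 to 6.01), 0.891 for *rpl2101* in replicate 1 (899 CPM, the others 1994 to 2198) and 0.901 for the mean of the glycolysis genes in replicate 4 of *ada2*Δ (11.21 on the log2 scale, the others 11.46 to 11.48). This number is what chance gives, and no biological explanation was tested.

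In 14 strains the deleted gene, whose level the paper does not report, was higher in all 4 libraries than in every wild-type library. These are *dad3*, *caf4*, *imp1*, *lvs1*, *ada2*, *amo1*, *cwf21*, *dbr1*, *lem2*, *swd3*, SPBC3E7.05c, *mug154*, *hcr1* and *res2*. Chance alone would give 0.19 such strains, which argues against counting noise. In 12 of the 14 strains the gene was the highest of the 94 strains in its own libraries, which argues against libraries that hold other strains than their labels, since a strain with an intact gene would not stand out at that gene. Transcription from the marker cassette into the remaining 3′ end of the gene could raise the reads. Among 65 deleted genes that did not fall, the slope of the log2 difference on the wild-type level was -0.11, against -0.07 to 0.02 when the same genes were read in other strains. That slope lies outside this range by little and was tested on genes chosen for not having fallen, so this explanation and an effect of the deletion on the gene's remaining sequence cannot be told apart. In the 53 strains with overlapping levels, 5 genes were at an extreme of the 94 strains, with 1.13 expected by chance, so labels and intact 3′ ends cannot be told apart there either, because a deletion that leaves the 3′ end expressed shows no change.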

How the results depend on the processing

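No log2 fold change of a named transcript and no median difference of a gene list changed direction under the alternatives run for it, but the share of altered transcripts that were higher did, as given below. The alternative with edgeR's quasi-likelihood test was not run, because the deposited values are not counts. Limma's voom on the restored reads was used after seeing the data, as were the other added alternatives. Where no cause is named below, the cause was not tested.

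At an adjusted p below 0.05 the median strain had 35.5 altered transcripts, *pmp1*Δ 0 (579 at an unadjusted p below 0.05), *ath1*Δ 47 and *swd3*Δ 139. With protein-coding genes only, added later, the median was 79 and *swd3*Δ had 135, since fewer genes are counted. *pmp1*Δ had 49 without a filter, 36 with unmoderated variance, 45 with wild-type well A1 only and 35 with well A2 only. With well A2 only the median was 67, *mhf2*Δ had 161, *swd3*Δ 136 and 657 genes were altered in at least 6 strains; both wells alone halve the wild-type libraries. With the plate as a replicate block *pmp1*Δ had 114, and 77 in the same libraries without the block; in the fits across all transcripts the block changed no other call and no other count by over 1.5 times, apart from a noncoding transcript of chromosome II, higher in 12 strains in place of 36 (21 in the same libraries without the block), and the genes SPAC890.04c and SPBC1711.11, altered in 5 and 4 strains in place of 2 and 0 (6 and 0 in the same libraries without the block, so the 5 is not due to the block). For the lists, permutation within plates as a replicate block, added later, gave 0 strains for pheromone response, 81 for glycolysis and 0 for elongation (25, 81 and 51 at an unadjusted p below 0.05). Its smallest p, 0.0278, passes the adjustment only if at least 53 strains reach it, so these counts of 0 say nothing about the stability of the result. The same libraries without the block gave 18, 55 and 0 (27, 63 and 39). The deleted genes were not compared with the block.

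Among the altered transcripts over all strains 58.9% were higher, and 47.3% with protein-coding genes only. This alternative also turned *ada2*Δ from 54.4% to 44.2% and *rpl1801*Δ from 55.3% to 44.3%, which was 49.6% with centring and 48.8% without knockout replicate 2. *pmp1*Δ went from 38.7% to 54.4% with the block and 53.2% in the same libraries without it, 59.3% with voom, 53.3% with well A1 only and 54.1% without the wild-type library of well A2 labelled wt2. *ath1*Δ, at 49.6%, lay on the other side in 15 of 28 alternatives, between 45.4% without knockout replicate 4 and 61.3% with voom. *mhf2*Δ and *swd3*Δ had a majority of higher transcripts in all 28.

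The median correlation between strains was 0.412 with well A1 only, 0.164 with separate wild-type sets and -0.0126 relative to the mean of the strains. Separate sets share no wild-type library. Centring on the mean of the strains brings the average near 0 whatever the cause, so the last value says nothing about the cause.

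For the lists, the number of strains passing was 0 with well A1 or A2 only, where the smallest exact p of 4 against 4 is 0.0286 and passes the adjustment only if at least 54 strains reach it, so that these counts of 0 say nothing about stability either (19 and 19 strains at an unadjusted p below 0.05 for pheromone response, 46 and 35 for glycolysis, 20 and 14 for elongation). Over the fits that each left out one library it ranged from 15 (without knockout replicate 1) to 30 for pheromone response, from 49 (without knockout replicate 4) to 80 for glycolysis, and from 0 (without knockout replicate 1 or 2) to 47 (without replicate 3) for elongation. It was 12 for elongation without replicate 4, and 13 without the wild-type library of well A1 on plate 1 or on plate 2.

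Of 484 values of the 18 named transcripts under alternatives, 480 stayed called in the same direction and 4 were weaker. These were the 3 transcripts of *pmp1*Δ at the adjusted p (0.0693, 0.126 and 0.126) and the antisense transcript of *SPBC1773.12* in *pmp1*Δ with voom. Of 266 counts for the 10 recurrent genes, 28 moved by over 1.5 times, and 4 of these genes had no value without the ambiguous values. In the fits leaving out one library, the median of altered transcripts ranged from 84 to 135. The depth limits the deleted genes with few reads and transcripts near the floor.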

Differences from the paper's values

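The number of altered transcripts was 75 in the libraries labelled *pmp1*Δ against the paper's about 5 in Fig. 4c, read by eye. It was 119 in *ath1*Δ against the paper's about 20 in Fig. 4c, read by eye, and 373 in the libraries labelled *ada2*Δ against the paper's about 70 in Fig. 4c, read by eye. For those labelled *mhf2*Δ it was 256 against the paper's about 60 in Fig. 4c, read by eye, and for those labelled *swd3*Δ 249 against the paper's about 20 in Fig. 4c, read by eye. The highest strain had 1189 against the paper's about 450 in Fig. 4c, read by eye. None of the alternatives set before the data were examined closed these gaps, and neither did those added later.

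In at least 6 strains, 1082 genes were altered, against the paper's about 550 in Supplementary Fig. 6f, read by eye. Of the alternatives set before the data were examined, unmoderated variance gave 777 and wild-type well A2 only gave 657, both within 1.5 times the paper's value, and the others did not close the gap. Of the alternatives chosen after seeing the values, protein-coding genes only gave 728 and leaving out the ambiguous values gave 818, which are also within that range.

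The paper's number of transcripts is 4710. The number kept here was 6150, and 4724 were kept in wild type and every strain with the floor on the log2 scale, a setting chosen after seeing the values.

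The paper describes the 5 named strains as having few altered mRNAs. Counted from the fewest of the 94 strains, they ranked 40, 46, 77, 65 and 64 in the order *pmp1*Δ, *ath1*Δ, *ada2*Δ, *mhf2*Δ and *swd3*Δ. At the adjusted p, *pmp1*Δ ranked 1, tied with the other strains that had 0 altered transcripts.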

Other observations

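The tests in this part were chosen after the results were seen, except the edge wells and the splits of the libraries.

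Other splits of the 12 libraries of a strain and wild type were fitted. As many altered transcripts as in the real split were found in 1 of 100 splits for the median strain, *ath1*Δ, *ada2*Δ, *mhf2*Δ, *swd3*Δ and *rpl1801*Δ, which is the real split, and in 3 of 100 for *pmp1*Δ. Among the 36 splits with 1 library of each plate, only the real one (1 of 36) gave as many for each of these. Of the 94 strains, 36 were matched by 5 or more of 100 splits. Among the splits with 1 library of each plate, another split matched the real one in 9 strains, all of them among those matched by 5 or more of 100. These splits leave out the 2 wild-type libraries of unknown plate and keep the plates balanced, which the 100 splits do not.

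The median correlation between strains was 0.313, and unchanged strains simulated against the shared wild-type libraries gave 0.328. The shared libraries are therefore a candidate explanation for the positive median. With separate wild-type sets the median was 0.164, above the -0.135 to 0.0960 of unchanged strains simulated with separate sets, which argues against the shared libraries as the cause of this remaining part. Whether it comes from a difference of the wild-type strain or from changes common to the knockout strains was not tested.

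The strains *erg4*Δ and *tcg1*Δ shared 163 altered transcripts, all in the same direction. Over 274 transcripts chosen as altered in *tcg1*Δ, *tcg1* aside, their R with separate wild-type sets was 0.959. The highest of the 92 other strains reached 0.782 with *tcg1*Δ over transcripts chosen in the same way, which argues against shared wild-type libraries. The choice used all 8 wild-type libraries and favours a high R. Over all transcripts kept in both strains, with the shared libraries, R was 0.845. In the libraries labelled *erg4*Δ, *tcg1* was at 21.8% of wild type and *erg4* at 98.5%, while *tcg1* was at 7.59% in its own libraries. The *tcg1* level would need 84.6% of *tcg1*Δ cells, and the slope of *erg4*Δ on *tcg1*Δ was 0.81. Cells or RNA of *tcg1*Δ in the *erg4*Δ libraries are a candidate explanation. A biological likeness of the strains was not tested. Over the 27 deleted genes that were lower in their own strain, 2 of 10 drops in another strain were in adjacent wells, with 0.39 under permutation (p = 0.0535), so carry-over between wells could not be told apart from chance with 10 drops, and both the size of a drop and the test were chosen after the values were seen. Under the first version of the rule for ambiguous decimal points this test had passed 0.05, so its outcome depends on that rule.

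The glycolysis genes were lower than wild type in all 94 strains. Strains in edge wells differed from strains in inner wells by -0.04 on the log2 scale (permutation test, two-sided, p = 0.517), which argues against the edge position of the wild-type wells. On its plate, a wild-type library of known plate was below at most 6 of 94 strain libraries, which argues against a chance spread of single wild-type libraries. A difference of the wild-type strain itself was not tested.

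Of the genes next to a deleted gene, 17 of 163 (10.43%) were altered, against 3.57% of all transcripts in the same strains, with a permutation p of 1.0e-05, the smallest that 100000 resamples can give. Transcripts upstream were altered in 13 of 83 cases and downstream in 4 of 80 (Fisher's exact test, two-sided, p = 0.0383), which argues against transcription running on past the deleted gene. An effect of the deletion on its neighbours may explain the higher share, and the paper does not report it.

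The other copies of deleted ribosomal protein genes had a mean log2 fold change of -0.08 and were higher in 8 of 17 strains. A permutation over which ribosomal strain the copies were assigned to gave p = 0.00181. It compares the copies with those in other ribosomal strains and not with wild type. Against wild type the copies went both ways, so no rise over wild type was shown. The copies also share reads with near-identical genes, so the difference cannot be told apart from reads split between copies.

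Of the other genes the paper names, *mep33* (269 ± 34.7 CPM in wild type, SD, n = 8) was altered in 0 strains, SPBC1711.11 (6.25 ± 2.32) and SPBC1711.12 (12.8 ± 5.30) in 0, and SPAC890.04c (44.2 ± 7.04) was lower in 2. *mep33* and SPAC890.04c overlap other genes, so that their reads are uncertain. Under alternatives SPAC890.04c was altered in between 1 and 8 strains, the highest without knockout replicate 4, in 6 without knockout replicate 3 and in 5 without the wild-type library of well A2 labelled wt2. With the plate as a replicate block SPAC890.04c was altered in 5 strains and SPBC1711.11 in 4, against 6 and 0 in the same libraries without the block.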
